# CD115^−^ monocytic myeloid-derived suppressor cells are precursors of OLFM4^high^ polymorphonuclear myeloid-derived suppressor cells

**DOI:** 10.1038/s42003-023-04650-3

**Published:** 2023-03-15

**Authors:** Yunyun Zou, Nobuhiko Kamada, Seung-Yong Seong, Sang-Uk Seo

**Keywords:** Phagocytes, Immunoediting

## Abstract

Myeloid-derived suppressor cells (MDSCs) consist of monocytic (M-) MDSCs and polymorphonuclear (PMN-) MDSCs that contribute to an immunosuppressive environment in tumor-bearing hosts. However, research on the phenotypic and functional heterogeneity of MDSCs in tumor-bearing hosts and across different disease stage is limited. Here we subdivide M-MDSCs based on CD115 expression and report that CD115^−^ M-MDSCs are functionally distinct from CD115^+^ M-MDSCs. CD115^−^ M-MDSCs increased in bone marrow and blood as tumors progressed. Transcriptome analysis revealed that CD115^−^ M-MDSCs expressed higher levels of neutrophil-related genes. Moreover, isolated CD115^−^ M-MDSCs had higher potential to be differentiated into PMN-MDSCs compared with CD115^+^ M-MDSCs. Of note, CD115^−^ M-MDSCs were able to differentiate into both olfactomedin 4 (OLFM4)^hi^ and OLFM4^lo^ PMN-MDSCs, whereas CD115^+^ M-MDSCs differentiated into a smaller proportion of OLFM4^lo^ PMN-MDSCs. In vivo, M-MDSC to PMN-MDSC differentiation occurred most frequently in bone marrow while M-MDSCs preferentially differentiated into tumor-associated macrophages in the tumor mass. Our study reveals the presence of previously unrecognized subtypes of CD115^−^ M-MDSCs in tumor-bearing hosts and demonstrates their cellular plasticity during tumorigenesis.

## Abstract (web summary)

CD115^−^ monocytic MDSCs, functionally distinct from CD115^+^ monocytic MDSCs, increase in the blood and bone marrow as tumor progresses and can give rise to OLFM4^hi^ polymorphonuclear MDSCs outside the tumor mass.

## Introduction

The complex etiology underlying tumorigenesis makes it difficult to develop an efficient treatment for cancer despite long-term and multifaceted efforts. The immunosuppressive network emerging from primary tumor results in the disruption of effector T cell responses and functional alteration of myeloid populations^1^. Neutrophils and monocytes are early responding myeloid cell populations and they play a pivotal role in inflammatory, anti-microbial, and wound-healing processes upon innate immune stimulus. But in the cancerous condition, neutrophils and monocytes are systemically shaped into immunosuppressive PMN-MDSCs and M-MDSCs, respectively, which enhance tumor growth^2^. In mice, the surface markers used for PMN-MDSC (CD11b^+^Ly6G^+^Ly6C^lo^) and M-MDSC (CD11b^+^Ly6G^−^Ly6C^hi^) overlap with steady-state counterparts but functionally play different roles^3,4^. Unlike M-MDSCs, PMN-MDSCs have surface marker lectin-type oxidized LDL receptor-1 (LOX-1) that distinguish them from non-suppressive PMN cells in humans^5,6^. OLFM4, an olfactomedin-related glycoprotein located in nuclear and mitochondria^7,8^, it marks a subset of neutrophils in mice (7–35%) and human (20–25%)^9,10^.

All MDSCs are derived from common myeloid precursors and require colony-stimulating factors (CSFs), such as GM-, G-, and M-CSF to achieve successful expansion, survival, and immunosuppressive activation^11,12^. CSFs also drive both monocytes and M-MDSCs (hereafter referred to as monocytic cells) to migrate to the target tissue^11^. Monocytic cells have a short life span, but some participate in the prolonged immune response by further differentiation after migration^12^. Unlike monocytes, which are precursors of tissue-resident macrophages and dendritic cells (DCs)^13^, M-MDSCs migrate to the tumor site and differentiate into tumor-associated macrophages (TAMs) and inflammatory DCs (inf-DCs)^14^. These tumor-associated cells augment immunosuppression in the microenvironment and crosstalk with other infiltrated immune cells to promote tumor growth and metastasis^14^. This process is regulated by CSFs and has multiple signaling pathways (e.g., Ras/MAPK, PI3K/Akt, Jak/Stat, and TGFβ)^15^. As a central regulator in multiple steps of MDSC development, CSFs recognized by their cognate receptors are potential targets for cancer therapy^16,17^.

At least two phenotypically distinct monocyte-derived macrophage subtypes are found within the tumor microenvironment (TME)^18–20^. M1 TAM plays an anti-tumor role and requires GM-CSF (CSF2) and pro-inflammatory stimuli (e.g., TNF-α) for generation. Whereas, M2 TAM is immunosuppressive, contributes to tumor growth, and requires M-CSF (CSF1) and anti-inflammatory stimuli (e.g., IL-4) for generation^19,21^. M-CSF exclusively signals through its unique receptor, CD115 (CSF1R), while CD115 has another ligand, IL-34^22^. Generally, IL-34 is mainly expressed by neurons and keratinocytes in the brain and skin, whereas M-CSF is produced by multiple cell types in a broad range of tissues (e.g., fibroblasts, macrophages, and tumor cells)^23,24^. Therefore, M-CSF may be the major player in CD115 signaling in TAM differentiation of tumor-bearing (TB) animals. Since M2 TAM differentiation relies on M-CSF and CD115 is a traditional phenotypic marker for monocytes, CD115 becomes a promising target for cancer therapy^25,26^. The depletion of M2 TAM by using CD115 inhibitors (e.g., BLZ945, PLX3397, and RG7155) has been investigated in both animal tumor models and in clinical trials, but the results were mixed, ranging from moderate to less than satisfactory^20,23,27,28^. In fact, tumor-driven M-CSF activates CD115 signaling to down-regulate the secretion of granulocytic chemokine secretion by cancer-associated fibroblasts (CAF) and restrict PMN-MDSC infiltration^29^. Thus, CD115 blockade eliminates the M-CSF driven M2 TAM while attracting more pro-tumoral PMN-MDSCs, which mitigate the therapeutic effect of the CD115 inhibitor^29^. This suggests that CD115 signaling plays an important role in balancing TAM and PMN-MDSCs in the TME.

Accumulating evidence indicates that intra-tumoral cell populations have high plasticity and close contact or crosstalk^2,3,18,29^. These complex interactions make it challenging to develop efficient cancer therapies that targeting only one branch of immunosuppressive cells (e.g., PMN-MDSC, M-MDSC, and TAM). Therefore, further efforts for in-depth investigation of the plasticity and heterogeneity of immunosuppressive populations are needed. Among immunosuppressive populations, M-MDSCs have the highest plasticity and differentiation potency^3^. In the current study, we attempted to dissect a subset of the M-MDSC population in TB mice based on their surface expression of CD115 and address the multi-lineage differentiation potential of M-MDSC subsets. CD115^−^ M-MDSCs were part of the monocytic cell population in three subcutaneous tumor models (EL4, LLC1, and MC38) and expanded as tumor progressed in the host. The functional studies and transcriptome analysis demonstrated that CD115^−^ and CD115^+^ M-MDSCs are distinct monocytic populations. We also demonstrated that CD115^−^ M-MDSCs differentiate into both OLFM4^hi^ PMN-MDSCs and OLFM4^lo^ PMN-MDSCs, whereas CD115^+^ M-MDSCs exclusively differentiate into a smaller portion of OLFM4^lo^ PMN-MDSCs.

## Results

### CD115^−^ M-MDSCs accumulate in TB mice

Both monocytes in naive mice and M-MDSCs in TB mice commonly express CD11b and Ly6C on their surfaces. We used these markers for flow cytometry analysis along with other cell type-specific markers to exclude other leukocytes: CD11c for DCs, SiglecF for eosinophils, and Ly6G for neutrophils (Supplementary Fig. 1a). To assess the expression of the classical phenotypic monocyte marker CD115 on M-MDSCs, we subcutaneously injected mice with tumor cells (EL4, LLC1, and MC38). Tumor implantation triggered alteration in bone marrow (BM) and blood cellularity (Fig. 1a). As expected, EL4 injection significantly increased blood CD115^+^ M-MDSCs (Supplementary Fig. 1b). But contrary to our expectation that all monocytic cells (CD11c^−^CD11b^+^Ly6G^−^SiglecF^−^Ly6C^hi^) would express CD115, we found that a subset of monocytic cells did not express CD115 in either naive or TB mice (Fig. 1b). CD115^−^ monocytic cells isolated from naive or EL4 TB mice had the characteristic morphology of monocytes including large reniform nuclei (Fig. 1c). Remarkably, the proportion and the absolute number of CD115^−^ M-MDSCs were increased in the BM of EL4 TB mice compared to naive mice while CD115^+^ M-MDSCs were relatively decreased (Fig. 1d). CD115^−^ M-MDSCs were also increased in LLC1 and MC38 TB mice, suggesting a positive correlation between the increased frequency of CD115^−^ M-MDSCs and tumorigenesis (Fig. 1d). The proportions of CD115^−^ M-MDSCs were comparable between male and female mice (Supplementary Fig. 1c). As CD115^−^ M-MDSCs accumulated in the BM, CD115^−^ M-MDSCs also increased in the blood circulation (Fig. 1e). We also performed a time-course analysis of CD115^−^ M-MDSC populations in MC38 TB mice. Total cell numbers in BM and blood were gradually increased after MC38 implantation but less prominent compared to EL4 (Supplementary Fig. 2a). Meanwhile, the ratio and total CD115^−^ M-MDSCs in the MC38 TB model increased less compared to EL4 (Supplementary Fig. 2b, c). Our data demonstrate that M-MDSCs have the CD115^−^ subset in TB mice and their expansion profile varies by type of cancer and stage of tumorigenesis.

**Fig. 1:**
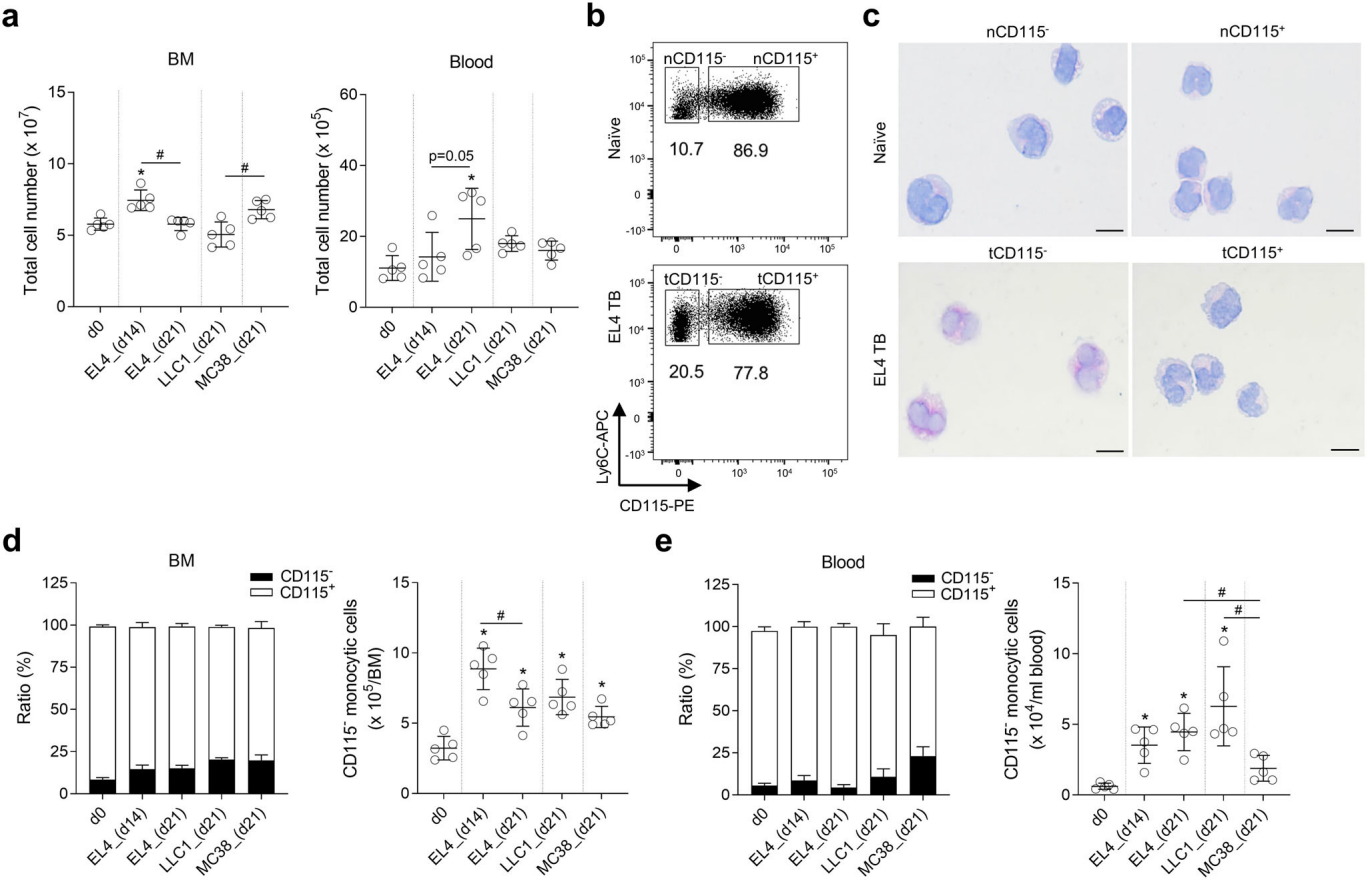
TB mice have increased levels of CD115^−^ M-MDSCs in BM. **a** Total BM and blood cell counts in naive and EL4, LLC1, and MC38 TB mice at indicated days after tumor implantation (*n* = 5 per group). **b** Representative plot shows CD115^−^ and CD115^+^ monocytic cells (CD11c^−^CD11b^+^Ly6G^−^SiglecF^−^Ly6C^hi^) in naive and EL4 TB mice. The letter “n” and “t” in front of CD115 indicate that cells were isolated from tumor-free and TB mice, respectively. **c** Representative images of H&E stained CD115^−^ and CD115^+^ cells from BM of naive or EL4 TB mice. Scale bars = 10 μm. **d**, **e** Relative ratios of CD115^−^ and CD115^+^ M-MDSCs and absolute numbers of CD115^−^ monocytic cells in BM (**d**) and blood (**e**) of EL4, LLC1, and MC38 TB mice (*n* = 4 or 5 in each group). One-way ANOVA with correction for multiple comparisons test was used: *p < 0.05 (all vs. d0); #*p* < 0.05. Data are mean ± SD.

### CD115^−^ and CD115^+^ M-MDSCs are functionally distinct

Next, we isolated CD115^−^ and CD115^+^ monocytic cells from BM of naive or EL4 TB mice to evaluate their immunosuppression on lymphocyte proliferation. CD8^+^ T cells isolated from spleens of naive mice were stimulated with anti-CD3/CD28 beads to proliferate and sorted monocytic cells were co-cultured at different ratios. Although CD115^−^ M-MDSCs suppressed the proliferation of CD8^+^ T cells more efficiently than CD115^+^ M-MDSCs, both CD115^−^ and CD115^+^ M-MDSCs showed comparable inhibition of IFN-γ secretion (Fig. 2a–c). As expected, both CD115^−^ and CD115^+^ monocytes from naive mice did not show suppressive phenotypes (Supplementary Fig. 3a, b). We also assessed the phagocytosis capacity of the monocytic cells by co-culturing them with FITC-labeled *Escherichia coli*. CD115^−^ M-MDSCs from BM and blood showed a stronger phagocytosis capacity than CD115^+^ M-MDSCs (Fig. 2d). Immune cells under tumor conditions face the hypoxic microenvironment that induces oxidative stress^30^. In order to test resistance to oxidative stress, we exposed CD115^−^ and CD115^+^ M-MDSCs to various amounts of hydrogen peroxide (H_2_O_2_) for 2 h. CD115^−^ M-MDSCs exhibited higher resistance to increasing oxidative stress conditions than CD115^+^ M-MDSCs (Fig. 2e). CD115^−^ M-MDSCs also showed significantly lower spontaneous apoptosis without exposure to H_2_O_2_. Similarly, CD115^−^ monocytes from naive mice were stronger in phagocytosis and more resistant to oxidative stress than CD115^+^ monocytes (Supplementary Fig. 3c, d).

**Fig. 2:**
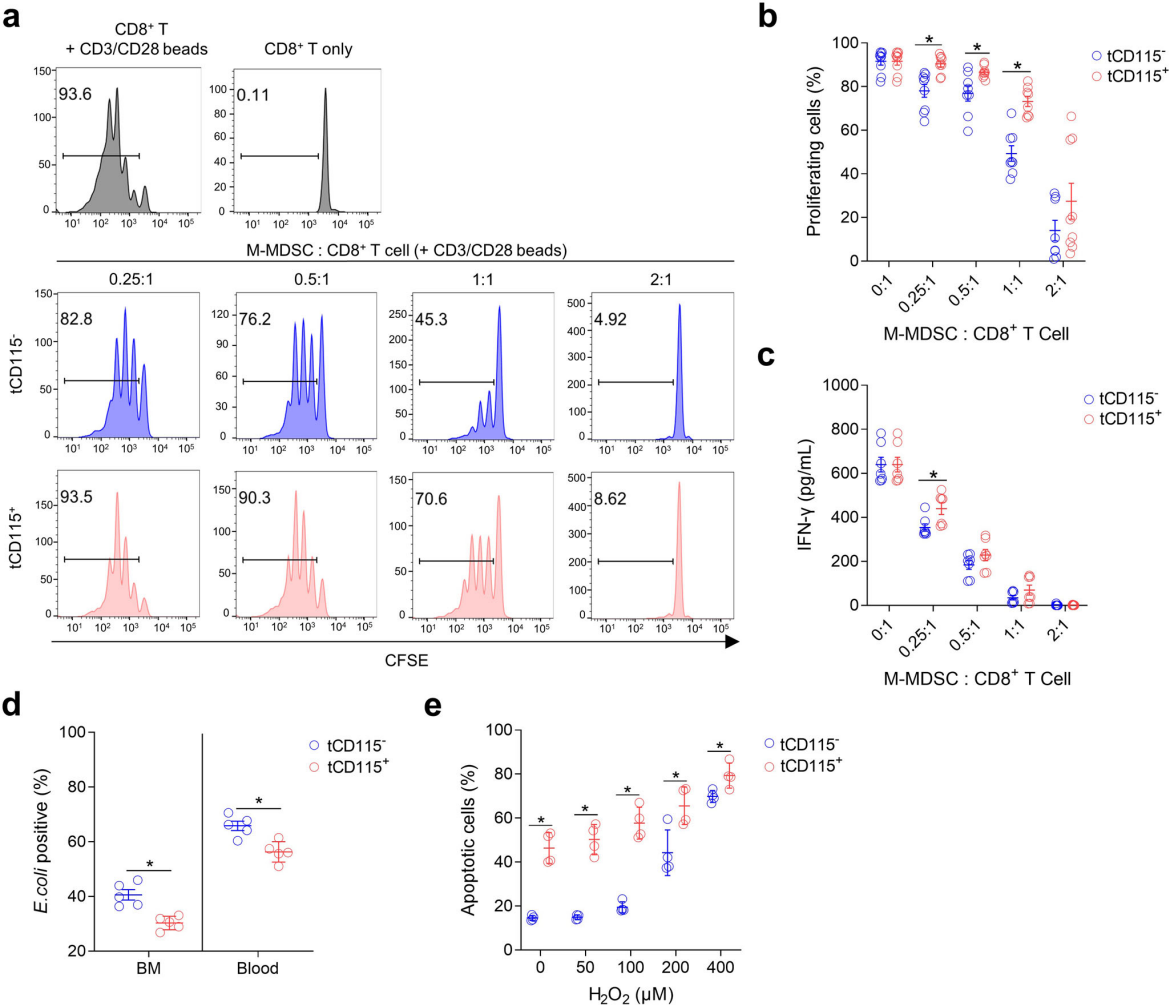
CD115^−^ M-MDSCs have distinct phenotypes from CD115^+^ M-MDSCs. **a**–**c** Resting CD8^+^ T cells were activated with anti-CD3/CD28 beads in the presence of indicated ratios of sorted CD115^−^ or CD115^+^ M-MDSCs isolated from BM of EL4 TB mice. Suppression of CD8^+^ T cell proliferation was assessed 3 days after co-culture. **a** Representative FACS histogram. **b** Ratios of proliferating CD8^+^ T cells (*n* = 8–9, data are pooled from three independent experiments). **c** IFN-γ levels in culture supernatant (*n* = 8, data are pooled from three independent experiments). **d** BM and blood cells from EL4 TB mice (*n* = 5 each) were incubated with FITC-labeled *E. coli* and the ratios of FITC-positive CD115^−^ and CD115^+^ M-MDSCs were assessed by FACS. **e** Total BM cells were harvested from EL4 TB mice (*n* = 4) and treated with indicated concentrations of H_2_O_2_ for 2 h to induce apoptosis. Annexin-V single positive and Annexin-V/7-AAD double-positive cells were assessed from CD115^−^ and CD115^+^ M-MDSCs. Data are pooled from two independent experiments. Multiple unpaired Student’s *t* test: *p < 0.05. Data are mean ± SD.

Pre-metastatic niche formation is recognized as a sign of a metastasis-promoting environment predating metastasis^31^. As bone marrow-derived cells, including CD11b^+^ myeloid cells, promote metastasis of tumor cells^32^, we examined the migration and invasion of EL4 or LLC1 cells in the presence of conditioned medium (CM) that was prepared from CD115^−^ or CD115^+^ M-MDSC culture (Supplementary Fig. 3e). Both CM from CD115^−^ or CD115^+^ M-MDSCs significantly enhanced migration and invasion of the EL4 and LLC1 cells compared to control medium without CMs while the effect of CM from CD115^−^ and CD115^+^ M-MDSCs was comparable.

At the primary tumor site, TAMs contribute to creating a suitable microenvironment by secreting many cytokines (e.g., TGF-β) or crosstalk with other cell types (e.g., CAF) that accelerate the tumor cell invasion and metastasis^33^. To compare TGF-β secretion by CD115^−^ and CD115^+^ M-MDSCs, we isolated M-MDSCs from TB mice and measured TGF-β in CM. CD115^+^ M-MDSCs isolated from EL4 TB mice showed increased tendency of TGF-β secretion compared to CD115^−^ M-MDSCs but the difference did not reach statistical significance. No difference was observed in CM from LLC1 TB mice (Supplementary Fig. 3f). Based on our data, CD115^−^ subpopulations in mouse tumor models are immunosuppressive MDSCs and capable of promoting metastasis of cancer cells. However, CD115^−^ M-MDSCs had a greater degree of T cell suppression than CD115^+^ M-MDSCs.

### CD115^−^ and CD115^+^ M-MDSCs have distinct gene expression profiles

In addition to a functional assessment, we performed RNA sequencing (RNA-Seq) analysis to compare global gene expression between CD115^−^ and CD115^+^ M-MDSCs. 

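The RNA-Seq data came from 8 libraries of monocytic cells sorted from BM as CD11c-CD11b+Ly6G-SiglecF-Ly6C hi and then separated by CD115, the receptor of M-CSF that *Csf1r* encodes. CD115- and CD115+ M-MDSCs of EL4 TB mice (tCD115- and tCD115+) and CD115- and CD115+ monocytes of naive mice (nCD115- and nCD115+) gave 2 libraries each, which the paper describes as biological replicates, and the sample labels place the tumor groups at day 21. EL4 is a lymphoma line of mouse T cells from the C57BL/6 strain. The mRNA of the sorting markers was compared between the subsets with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Itgam*, which encodes CD11b, had a log2 fold change (CD115- over CD115+) of 0.80 in EL4 TB mice (adjusted p = 0.00226 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.59 in naive mice (adjusted p = 0.0151 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), under the fold threshold in both. *Itgax*, which encodes CD11c, had −0.02 and 0.44. The Ly6C genes *Ly6c1* (0.00 and 0.11) and *Ly6c2* (−0.28 and −0.13) differed little, and because these genes are nearly identical their reads could have been split between them. *Siglecf* rose in CD115- cells, to 8.81 ± 2.41 CPM (counts scaled to library size; mean ± SD, n = 2) against 1.43 ± 0.128 in EL4 TB mice, a log2 fold change of 2.62, and by 2.49 in naive mice.

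Stranded mRNA libraries were sequenced by Macrogen, and the authors deposited the number of reads per gene for each library together with log2 values and their own comparisons. Reads assigned to genes totalled 91967299 and 92767913 in the tCD115- libraries, 95353798 and 69692398 in tCD115+, 90897965 and 86770250 in nCD115-, and 83596134 and 94268825 in nCD115+. The 20 genes of highest mean expression took 15.7% and 13.0% of the reads in tCD115-, 12.6% and 13.7% in nCD115-, 8.04% and 7.66% in tCD115+, and 8.35% and 9.04% in nCD115+. From the deposited counts, 13211 of 16160 genes were tested in 1 model of all 8 libraries after normalization by trimmed mean of M-values. A gene was called differentially expressed at a fold change of at least 2 and an adjusted p under 0.05, the thresholds given in the paper's methods. Choices that could move the values are this normalization, the filter on low counts and the sharing of 1 estimate of spread by all groups, since 2 libraries per group leave 4 residual degrees of freedom.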

Principal component analysis (PCA) showed a clear difference in gene expression between CD115^−^ and CD115^+^ subsets with 77% of the variation explained by the principal component (PC) 1 (Fig. 3a). In addition, 15% of the variation was related to PC2, which showed differential gene expression between EL4 TB MDSCs and naive monocyte counterparts (Fig. 3a). 

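Several genes of neutrophil granule proteins and of secreted proteins were among the genes of largest weight on PC1. They were high in libraries of the CD115- subset and low in those of the CD115+ subset. *Chit1*, which encodes chitotriosidase, stood at 20.6 ± 2.42 CPM in tCD115- against 0.0239 ± 0.00516 CPM in tCD115+ (SD, n = 2), and at 19.2 ± 3.56 against 0.135 ± 0.0318 CPM in the naive groups. *Orm1*, which encodes an acute phase glycoprotein, stood at 48.4 ± 13.5 CPM in tCD115- and 33.6 ± 6.03 CPM in nCD115-, against 0.245 ± 0.00358 and 0.344 ± 0.0230 CPM in tCD115+ and nCD115+. *Slco4c1*, an organic anion transporter gene, *Camp*, *Ngp*, *Ltf*, *Chil1* and *Itgb2l* were also among the 20 genes of largest weight toward the CD115- side. The largest weight of all fell on *Atp6v0c-ps2*, a pseudogene of *Atp6v0c*, and its level is uncertain because reads of the pair could have been split between them. With DESeq2 rlog values, which the authors' deposited log2 values matched, PC1 held 75.4% of the variance. The paper does not name the scale of its percentage. With log2 CPM over all tested genes, the scale used for the scores here, PC1 held 64.6%. The CD115- libraries had PC1 scores of −84.6 and −62.9 in EL4 TB mice and −34.2 and −50.1 in naive mice, whereas the CD115+ libraries scored 51.5 and 59.1 in EL4 TB mice and 60.3 and 60.9 in naive mice. The gap between the subsets was thus wider than the distance between the 2 replicates of any group.

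**Figure D1:**
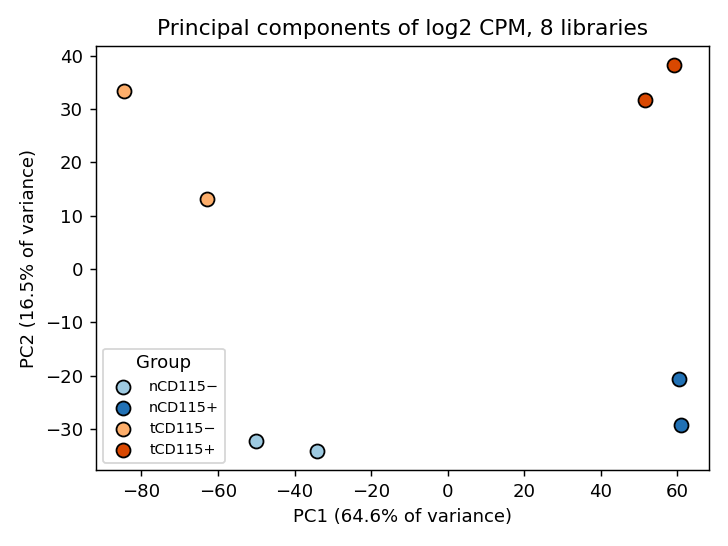
Scores of the 8 libraries on PC1 (x axis) and PC2 (y axis) of log2 CPM, without units, one point per library and one color per group. The CD115- libraries lie at negative PC1 scores and the CD115+ libraries at positive ones, and libraries of EL4 TB mice lie above those of naive mice on PC2.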

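*Cd38*, which encodes an ectoenzyme that degrades NAD, was higher in EL4 TB mice than in naive mice in both subsets, and *Ifit3*, an interferon-stimulated gene, was lower. *Cd38* is named here because of its weight on PC2, after its values were seen. It stood at 17.6 ± 10.5 CPM in tCD115- and 15.7 ± 10.3 CPM in tCD115+ (SD, n = 2), against 1.28 ± 0.0694 CPM in nCD115- and 0.881 ± 0.218 CPM in nCD115+. The log2 fold change (EL4 TB over naive) of *Cd38* was 3.78 in the CD115- subset (adjusted p = 0.0166) and 4.16 in the CD115+ subset (adjusted p = 0.0132), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ifit3* stood at 6.97 ± 1.78 and 9.06 ± 1.76 CPM in tCD115- and tCD115+, against 49.1 ± 5.02 and 56.3 ± 4.07 CPM in nCD115- and nCD115+. Its neighbor *Ifit3b* is a close copy, so reads of the pair could have been split between them. PC2 held 16.5% of the variance. Libraries of EL4 TB mice had positive PC2 scores (33.4 and 13.1 for tCD115-, 31.7 and 38.2 for tCD115+) and those of naive mice negative ones (−34.1 and −32.2 for nCD115-, −20.7 and −29.2 for nCD115+).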

The transcriptome difference of monocytic cells was confirmed by a hierarchical clustering tree (Fig. 3b). 

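Cells of the same CD115 subset from naive and EL4 TB mice resembled each other more than CD115- and CD115+ cells of the same mice did. Pearson correlations of log2 CPM across the 13211 genes were 0.969 to 0.983 between libraries of the same subset from naive and EL4 TB mice, and 0.930 to 0.963 between CD115- and CD115+ libraries from the same kind of host. Replicate libraries of one group correlated at 0.986 to 0.991, and libraries that differed in both subset and host at 0.918 to 0.959. These are correlations across genes, which are not independent replicates. In a tree built by average linkage on 1 minus the correlation, the replicates of all 4 groups joined first, the tumor and naive groups of each subset joined next, and the CD115- and CD115+ branches met last, at a height of 0.0546. The same order of branches was obtained with Spearman correlation, with the 500 genes of highest variance and with gene-centred values.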

When the cutoff value was set at 2-fold, differentially expressed genes (DEGs) between CD115^−^ and CD115^+^ subsets of M-MDSCs overlapped in only 1.8% (20/1107) of EL4 TB mice (Fig. 3c). 

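In EL4 TB mice, 1105 genes were higher and 525 lower in tCD115- than in tCD115+ cells. Among the largest increases at a mean of at least 10 CPM were *Lipg*, which encodes endothelial lipase (log2 fold change 8.20, standard error 0.53), *Itgb2l*, a β2-integrin-like gene (7.59, standard error 0.37), and *Chil1*, a chitinase-like granule protein gene (7.56, standard error 0.38). Decreases were smaller among called genes of at least that mean and no overlap between the libraries of the groups. *Sh3pxd2b*, which encodes an adaptor of podosomes, fell by 1.63 on the log2 scale (standard error 0.18), and *Gpr183*, an oxysterol receptor gene that lies within another transcribed gene and shares its uncertainty, had a log2 fold change of −1.48. *Stxbp6* had −1.44 and the costimulatory receptor gene *Cd40* −1.40. The adjusted p-values of the 3 genes that rose were 1.82e-05 to 6.01e-05 and those of the 4 that fell 0.000616 to 0.003 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes of T and NK cells moved with the granulocyte genes at low levels. In tCD115-, 14 of 16 members of a T and NK list rose (15 when adjusted over the list alone). *Cd8a* had a log2 fold change of 5.78 at 1.38 ± 0.514 CPM in tCD115-. With a filter of 10 counts in every library 5 members were called. That filter leaves untested any gene with fewer counts in 1 library, so members nearly absent from CD115+ cells drop out. Summed CPM in tCD115- and tCD115+ was 50.7 ± 12.4 and 14.0 ± 2.59 for B cell genes, 94.2 ± 30.0 and 25.4 ± 1.52 for erythroid genes, 46.6 ± 6.55 and 18.5 ± 0.605 for megakaryocyte genes and 141 ± 24.5 and 6.32 ± 0.801 for basophil and mast cell genes (SD, n = 2). The median log2 fold changes of these lists were 0.59, 0.47, 0.87 and 0.56, so the sums do not show a like rise of most members. On the basophil and mast cell list only *Hdc* and *Ms4a2* were called. The share of higher genes was 67.8% of 1630 calls, and 54.6% when library totals alone were used for scaling, a setting that shifted the median log2 fold change of all genes by −0.142. Without replicate 1 of tCD115- the number of genes called lower was 195, without replicate 1 of tCD115+ 342, without replicate 2 of tCD115+ 329, and without replicate 2 of tCD115- 1133. It was 840 with library totals alone and 255 with only the 4 libraries compared.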

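Between the subsets of naive mice, 757 genes were higher and 64 lower in nCD115- than in nCD115+ cells. *Slco4c1* rose the most among genes with a mean of at least 10 CPM, from 0.0169 ± 0.0239 CPM in nCD115+ to 20.9 ± 3.98 CPM in nCD115- (SD, n = 2), a level that few reads set on the nCD115+ side. *Mogat2*, a monoacylglycerol acyltransferase gene, had a log2 fold change of 7.31 (standard error 0.33), and *Ltf*, which encodes the granule protein lactoferrin, one of 7.00 (standard error 0.33). *Ankrd49*, an ankyrin repeat gene, fell by 1.79 on the log2 scale (standard error 0.14), and *Gria3*, a glutamate receptor gene, had −1.24 (standard error 0.18). The adjusted p-values of *Mogat2*, *Ltf*, *Ankrd49* and *Gria3* lay between 2.34e-05 and 0.00402 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the genes higher in nCD115-, 707 were also among those higher in tCD115- cells of EL4 TB mice, where 63.3 would be shared by independent lists, and 45 lower genes were shared (2.54 for independent lists). No gene was called in opposite directions. The 2 comparisons have no library in common, and their log2 fold changes correlated at 0.784 across the 13211 genes. Of the 16 genes of T and NK cells, 8 rose in nCD115- (11 when adjusted over the list alone), and only 4, 1, 1 and 2 did without replicate 1 or 2 of nCD115- and replicate 1 or 2 of nCD115+, and 2 with at least 10 counts in every library. Without replicate 2 of nCD115-, 492 genes were called higher and 8 lower, and 585 and 20 or 576 and 32 without replicate 1 or 2 of nCD115+, while 41 or 40 were lower without replicate 1 or 2 of tCD115+. With library totals alone 103 were lower. The filter of 10 counts in every library leaves some T and NK genes untested, so its count of them does not show calls that failed.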

CD115^−^ and CD115^+^ subsets of naive monocytes also showed marginal overlap between two subsets (Supplementary Fig. 4a). Likewise, when CD115^−^ or CD115^+^ subsets were compared between naive or EL4 TB mice, they also showed little overlap, indicating that all gene transcriptions are distinct in each monocytic subset (Supplementary Fig. 4a).

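Interferon-stimulated genes and genes of dendritic cells and MHC class II were lower in cells of EL4 TB mice than in the matching cells of naive mice, in both subsets. Of 26 interferon-stimulated genes, 14 fell in CD115- cells and 12 in CD115+ cells (15 and 14 when adjusted over the list alone), and every member had a negative log2 fold change in each subset. *Ifit3* changed by −2.81 in CD115- and −2.63 in CD115+ cells, and *Rsad2*, which encodes the antiviral protein viperin, by −2.21 and −2.22. Of 18 genes of dendritic cells and MHC class II, 12 fell in CD115- cells and 10 in CD115+ cells (12 and 12 over the list alone), among them *Cd209a*, a C-type lectin gene (−2.96 and −2.92), the former not called when only the 4 libraries compared were fitted. *Siglec1*, which encodes the macrophage receptor sialoadhesin, fell by 2.92 in CD115- cells, and *Hpgd*, which encodes a prostaglandin-degrading enzyme, had a log2 fold change of −3.35 there. *Lipg* rose by 4.94 in CD115- cells and *Lrg1*, which encodes a secreted glycoprotein of granulocytes, by 4.67 in CD115+ cells. The adjusted p-values of *Ifit3*, *Rsad2*, *Cd209a*, *Siglec1*, *Hpgd* and *Lipg* in CD115- cells lay between 0.00241 and 0.00419, and those of *Ifit3*, *Rsad2*, *Cd209a* and *Lrg1* in CD115+ cells between 0.00181 and 0.00272, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

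The limma camera test gave an adjusted p of 3.5e-15 for the interferon-stimulated genes in CD115- cells and 8.37e-17 in CD115+ cells with a preset correlation, and adjusted p = 0.476 with an estimated correlation in both. For the genes of dendritic cells and MHC class II it gave an adjusted p of 1.37e-09 and 1.67e-10 (adjusted p = 0.476 with an estimated correlation in both). Genes of B cells moved the same way, with 3 of 11 lower in CD115- cells and 4 in CD115+ cells (6 and 7 over the list alone). The B cell calls fell to 0 in CD115- cells without either replicate of nCD115- or of nCD115+ and rose to 5 without replicate 1 of tCD115-. In CD115+ cells they fell to 1 without any of its own 4 libraries and rose to 7 without either replicate of tCD115-. With DESeq2 7 B cell genes were called in CD115+ cells, and with only the 4 libraries compared 0 in CD115- and 8 in CD115+ cells. The median log2 fold changes in CD115- and CD115+ cells were −1.37 and −1.75 for B cell genes, −2.21 and −1.52 for erythroid genes and −0.77 and −1.28 for basophil and mast cell genes. They were −0.23 and −0.99 for megakaryocyte genes, −0.19 and −1.40 for endothelial and stromal genes, 0.48 and −1.71 for T and NK cell genes and 0.37 and 0.24 for eosinophil genes. Mean summed CPM went the other way for some of these lists. In EL4 TB against naive mice it was 94.2 ± 30.0 against 69.6 ± 16.7 (CD115-) and 25.4 ± 1.52 against 24.0 ± 0.281 (CD115+) for erythroid genes, and 141 ± 24.5 against 94.4 ± 21.9 (CD115-) for basophil and mast cell genes (SD, n = 2). For endothelial and stromal genes it was 27.5 ± 3.27 against 20.3 ± 1.46 and 27.0 ± 0.0552 against 22.9 ± 3.01, and for eosinophil genes 20.6 ± 2.05 against 22.8 ± 0.794 and 11.5 ± 0.783 against 12.7 ± 0.399 (SD, n = 2).

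Some markers of monocytes and neutrophils also differed between the hosts, though most were not called. In CD115- cells the median log2 fold change was −0.67 for monocyte genes (4 of 22 called lower), 0.80 for primary granule genes (2 of 14 called higher), 0.56 for secondary granule genes (1 of 14) and 0.72 for tertiary granule and mature neutrophil genes (4 of 21). In CD115+ cells the medians were −0.15 (1 lower), 0.57 (1 higher), 0.19 (1 higher and 1 lower) and 0.87 (5 higher). Over the list alone the calls were 4, 3, 2 and 7 in CD115- cells and 1, 2, 1 and 1, and 6 in CD115+ cells. At the same thresholds the calls varied with other tools, scalings and filters, without 1 library and with only the 4 libraries compared. In CD115- cells they ranged from 0 to 12, 0 to 9, 0 to 3 and 0 to 6. In CD115+ cells they ranged from 0 to 1, 0 to 2, 0 to 1 in each direction and 0 to 5. Camera with a preset correlation gave adjusted p-values of 1.5e-07, 0.000139, 0.000217 and 0.00099 for the 4 lists in CD115- cells (adjusted p = 0.519, 0.476, 0.535 and 0.535 with an estimated correlation). In CD115+ cells it gave 0.0393, 0.015, 0.817 and 0.231 (adjusted p = 0.771, 0.549, 0.96 and 0.771 with an estimated correlation).

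In all, 113 genes were higher and 321 lower in tCD115- than in nCD115-, and 124 higher and 219 lower in tCD115+ than in nCD115+. Shared between the subsets were 51 genes higher in EL4 TB mice (1.06 for independent lists) and 136 lower (5.32 for independent lists). In opposite directions 1 gene was called, and the log2 fold changes correlated at 0.403 across genes.

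These counts depend on single libraries. For tCD115- against nCD115-, 35 genes were called without replicate 1 of nCD115-, 171 without its replicate 2, and 246 and 1070 without replicate 1 and 2 of tCD115-. There were 262 and 272 without replicate 1 and 2 of tCD115+, and 228 and 224 without replicate 1 and 2 of nCD115+. With only the 4 libraries compared 36 were called, and DESeq2 called 170 higher. The interferon-stimulated genes called lower there were 4 without replicate 1 of nCD115-, 6 without its replicate 2, 9 without replicate 1 of tCD115+ and 7 without either replicate of nCD115+, and the genes of dendritic cells and MHC class II were 2, 5, 7 (without replicate 1 of tCD115-) and 7 (without either replicate of nCD115+). For tCD115+ against nCD115+, 52 and 59 genes were called without replicate 1 and 2 of tCD115+, 92 and 33 without replicate 1 and 2 of nCD115+, and 211 and 214 without replicate 1 and 2 of nCD115-, with 5, 6, 6 and 5 interferon-stimulated genes and 6, 2, 4 and 2 genes of dendritic cells and MHC class II called without replicate 1 and 2 of tCD115+ and replicate 1 and 2 of nCD115+. With only the 4 libraries compared, 4 interferon-stimulated genes and 1 gene of dendritic cells and MHC class II were called lower in tCD115-.

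Of 17 immediate early and heat shock genes, which respond to handling, 4 were lower in CD115- cells of EL4 TB mice, and 3 were lower and 1 higher in CD115+ cells (6, 3 and 1 over the list alone). *Hspa1a* had a log2 fold change of −3.50 in CD115- cells (adjusted p = 0.026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its reads are uncertain because *Hspa1b* is nearly identical. It was not called there without replicate 1 or 2 of tCD115- or replicate 1 of nCD115- (adjusted p = 0.2, 0.0613 and 0.116) or with only the 4 libraries compared (adjusted p = 0.083), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The CD115- count was 0 without replicate 1 of tCD115- or nCD115- or with only the 4 libraries compared. It was 2 without replicate 2 of tCD115- or nCD115- or either replicate of nCD115+. The lower CD115+ count was 1 without either replicate of tCD115- or replicate 1 of tCD115+ or with only the 4 libraries compared. It was 0 without replicate 2 of tCD115+ or either replicate of nCD115+ or with no count filter. The higher one was 0 without replicate 1 of tCD115+ or either replicate of nCD115+.

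**Figure D2:**
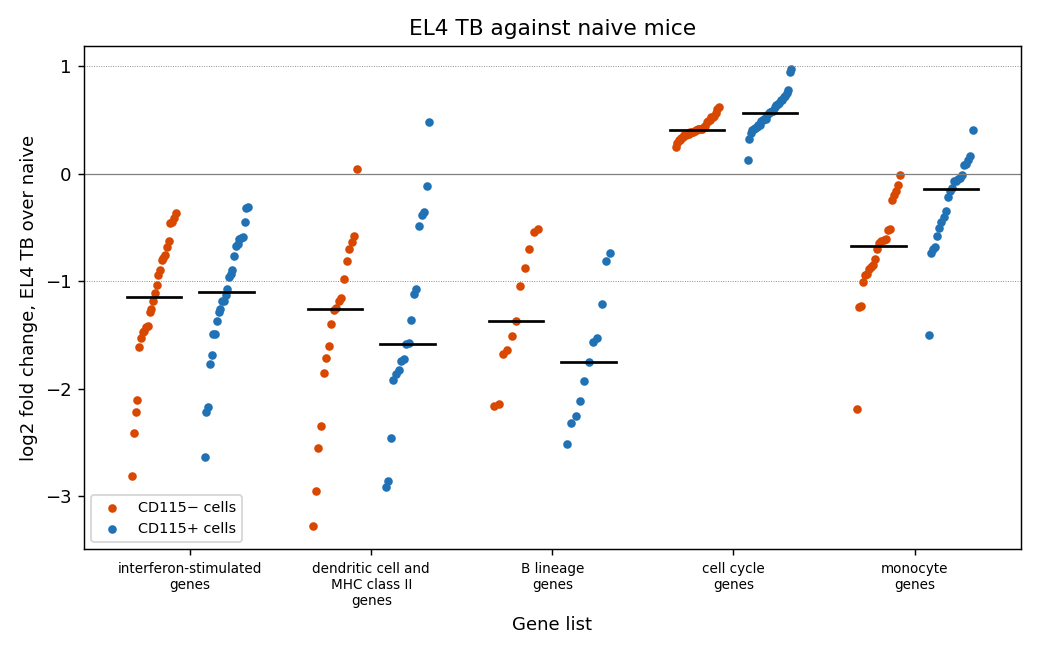
Log2 fold change (EL4 TB over naive, y axis) of each measured gene of 5 gene lists (x axis), in CD115- cells (orange) and CD115+ cells (blue); one point per gene, black lines at the median of a list and dotted lines at a 2-fold change. Interferon-stimulated genes lie below 0 in both subsets, cell cycle genes lie between 0 and 1, and monocyte genes lie lower in CD115- than in CD115+ cells.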

**Fig. 3:**
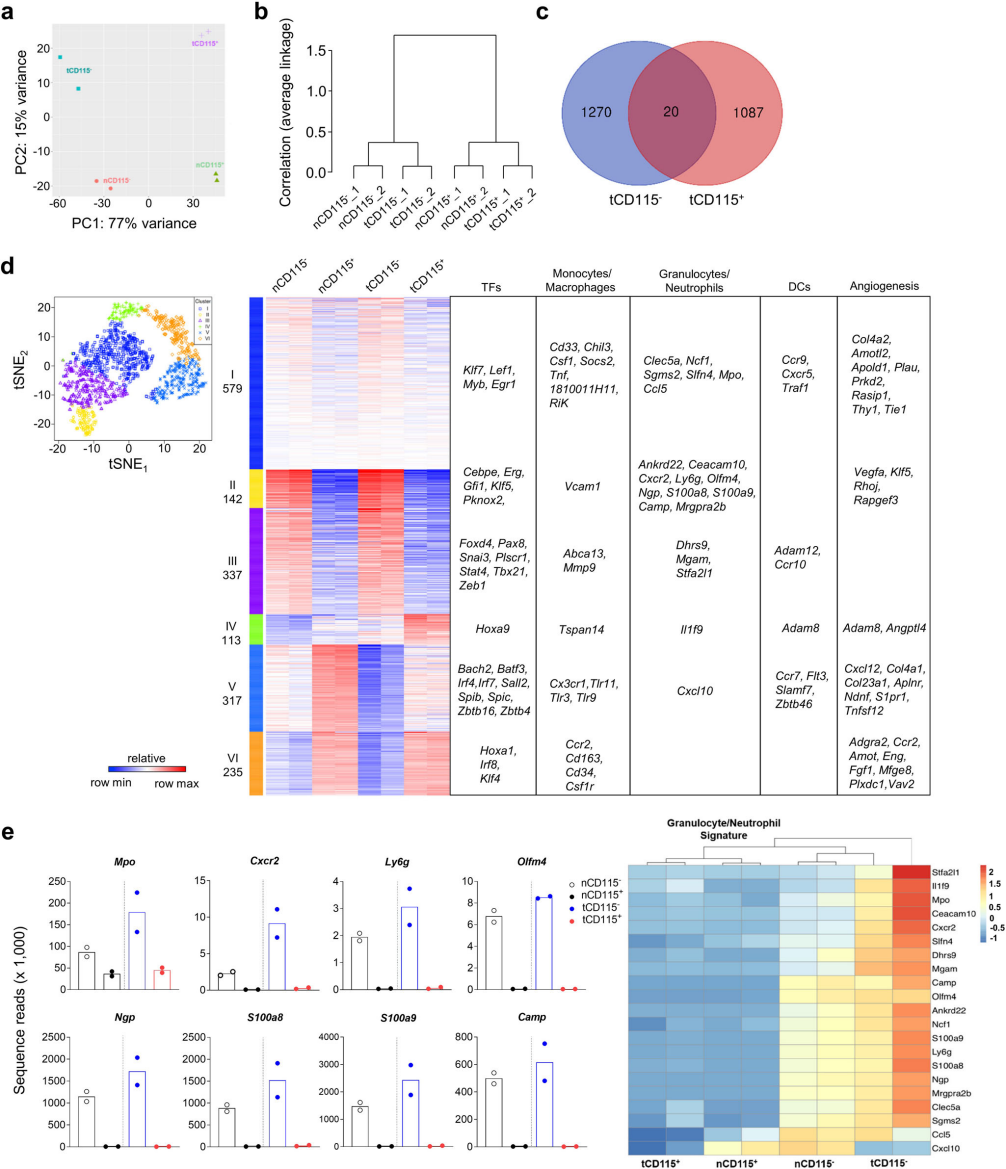
Granulocyte/neutrophil-related gene expression in CD115^−^ monocytic cells. CD115^−^ and CD115^+^ monocytic cells were sorted from BM of naive or EL4 TB mice. Total RNA was extracted and subjected to transcriptome analysis. Data shown are from two biological replicates of each group. The letter “n” and “t” in front of CD115 indicate that cells were isolated from tumor-free and TB mice, respectively. **a** Principal component analysis plot. **b** Hierarchical cluster of four cell types. **c** Venn diagram shows variation between sorted CD115^−^ and CD115^+^ M-MDSC libraries in EL4 TB mice. **d** t-SNE plot of K-means clusters and lists of representative genes with more than 2-fold changes. DCs, dendritic cells. TFs, transcription factors. **e** Sequence reads and heatmap of selected granulocyte/neutrophil-associated variable genes (each dot in graph represents different biological replicates).

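Genes called in at least 1 of the 4 comparisons between groups numbered 1965. Of these, 876 were called in 1 comparison, 936 in 2, 132 in 3 and 21 in all 4. K-means with 6 clusters on standardized log2 CPM gave a cluster of 858 genes that was high in CD115- cells of both hosts (mean z-score 1.10 in tCD115- and 0.626 in nCD115-, against −0.760 in tCD115+ and −0.969 in nCD115+). It held *S100a9*, *Ngp*, *S100a8*, *Ltf* and *Camp*, and 10 secondary granule genes, 9 primary granule genes and 13 genes of tertiary granules and mature neutrophils from lists of known markers. A cluster of 314 genes with *Fn1*, *F13a1*, *Ccr2* and *Csf1r* held 11 monocyte genes and was lowest in tCD115- (−1.39) and highest in nCD115+ (0.948). A cluster of 284 genes with *Cd177* and *Clec12a* was lowest in tCD115+ (−1.26) and held 13 genes of T and NK cells. A cluster of 227 genes with *Cx3cr1*, *Apoe*, *Cd74* and *Irf7* was lower in EL4 TB mice (−1.14 in tCD115- and −0.475 in tCD115+) than in naive mice (0.622 in nCD115- and 0.996 in nCD115+), and held 14 interferon-stimulated genes and 11 genes of dendritic cells and MHC class II. A cluster of 190 genes with *Ifi30*, *Lgals1* and *S100a10* was high in tCD115+ (1.08) and nCD115+ (0.509), and a cluster of 92 genes with *Pim1*, *Ctsg* and *Socs3* was high in tCD115- (0.726) and tCD115+ (0.870). Genes named for a cluster are among those of highest mean CPM in it. The clusters describe genes that were selected for differing between the groups and carry no test.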

In all, 1,723 DEGs were grouped in six clusters (Fig. 3d). 

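Genes of azurophil (primary) granules, which are made at the promyelocyte stage, were higher in CD115- than in CD115+ cells. Of 14 measured primary granule genes, 10 rose and none fell in tCD115-, and 7 rose and none fell in nCD115- (10 and 7 when adjusted over the list alone). With library totals alone 1 fell in tCD115-. *Cd63*, which encodes a granule membrane protein, had a log2 fold change of 6.53 in EL4 TB mice (standard error 0.29) and 5.90 in naive mice (standard error 0.28), and *Ms4a3*, expressed in granulocyte and monocyte progenitors, had 3.35 and 3.53. The adjusted p-values of *Cd63* and *Ms4a3* lay between 1.66e-05 and 0.000353 in EL4 TB mice and between 2.41e-05 and 0.000428 in naive mice, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Summed over the list, expression was 8338 ± 2429 CPM in tCD115-, 4087 ± 101 in tCD115+, 4662 ± 563 in nCD115- and 2677 ± 138 in nCD115+ (SD, n = 2). The median log2 fold change of the list was 1.55 in EL4 TB mice, with an adjusted p of 9.4e-05 from limma's camera test with a preset correlation (adjusted p = 0.476 with an estimated correlation), and 1.17 in naive mice (0.000185 from the same camera test, adjusted p = 0.476 with an estimated correlation).

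The genes labelled in the heatmaps were chosen by the study on these libraries, so their counts are not independent evidence of a direction. Of the 21 granulocyte genes labelled in Fig. 3e, 20 were called higher in tCD115- than in tCD115+, and 18 in nCD115- than in nCD115+ (20 and 19 over the list alone). *Clec5a*, a myeloid activating receptor gene, had a log2 fold change of 1.46 in EL4 TB mice and 1.28 in naive mice, *Mgam*, an intestinal-type maltase gene, 4.73 and 3.29, and *Dhrs9*, a retinol dehydrogenase gene, 3.88 and 4.59. *Cxcl10* was not called in either host (0.65 and 0.34), nor were *Stfa2l1* (4.50), a member of a stefin family of similar genes, and *Slfn4* (0.70) in naive mice. Among the labels of Supplementary Fig. 4b, 15 of 29 were higher and 6 lower in tCD115-, and 13 higher and none lower in nCD115- (15 and 1 over the list alone). Among those of Supplementary Fig. 4c, 9 of 18 were higher and 7 lower in tCD115-, and 7 higher and 2 lower in nCD115-.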

DEGs of interest were selected in gene ontology terms related to granulocyte, transcription factors, mononuclear phagocytes, and angiogenesis (Fig. 3e, Supplementary Fig. 4b–d). Among listed transcript factor DEGs, *Cebpe* (essential transcription factors required for granulocytic differentiation)^34^ and *Erg* (essential for macrophage differentiation)^35^ were highly expressed in CD115^−^ M-MDSCs compared to CD115^+^ M-MDSCs (Supplementary Fig. 4b). Also, several monocyte/macrophage-related DEGs were significantly increased in CD115^−^ M-MDSC (Supplementary Fig. 4c). These included *Chil3/Ym1* (the M2 macrophage phenotypic marker)^36^, *Csf1* (which accelerates differentiation and maturation of monocytes)^25^, and *Tnf* (which is associated with macrophage and DC differentiation)^37^. 

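Expression of *Cebpe* was 353 ± 91.7 CPM in tCD115- and 10.9 ± 0.261 CPM in tCD115+ (SD, n = 2), a log2 fold change of 5.01 (standard error 0.24, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In naive mice it was 238 ± 58.4 CPM in nCD115- and 10.2 ± 0.283 CPM in nCD115+, a log2 fold change of 4.55. *Erg* stood at 36.1 ± 10.9 CPM in tCD115- and 0.873 ± 0.281 CPM in tCD115+, a log2 fold change of 5.34 (standard error 0.35, adjusted p = 6.16e-05 from edgeR's quasi-likelihood test with the same Benjamini-Hochberg adjustment), and its log2 fold change in naive mice was 4.40. *Cebpe* lies on chromosome 14 from 54710363 to 54712174 and *Erg* on chromosome 16 from 95359169 to 95586600 of GRCm38. Of 12 transcription factors of the granulocyte lineage, 6 rose in tCD115- and 5 in nCD115-, and none fell (6 and 5 over the list alone). Of those that rose in tCD115-, *Cebpe*, *Gfi1*, *Klf5* and *Lef1* are labels of Supplementary Fig. 4b, which the study chose on these libraries. *Gfi1*, a repressor required for neutrophil development, rose by 6.01 in EL4 TB mice and 5.73 in naive mice on the log2 scale, *Klf5* by 6.46 and 6.16, and *Ets1*, better known from lymphocytes, by 6.21 and 5.18. Their adjusted p-values were 1.58e-05 to 5.61e-05 in EL4 TB mice and 2.34e-05 to 9.41e-05 in naive mice in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Pknox2*, a homeobox gene at 6.18 ± 2.15 CPM in tCD115-, was without reads in the CD115+ libraries and was at least 354-fold higher in tCD115- and at least 57.4-fold higher in nCD115-, against a floor of 3 counts over a group. Of 14 genes of stem and progenitor cells, 6 rose and 3 fell in tCD115- and 5 rose and 1 fell in nCD115- (the same numbers over the list alone). *Prom1* (6.60 and 6.72) and *Kit*, which encodes the receptor of stem cell factor (4.23 and 4.10), rose in both hosts. The genes that fell in tCD115- were 1 instead of 3 without replicate 1 of tCD115- or either replicate of tCD115+, and with library totals alone 2 fell in nCD115-.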

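*Chil3* was among the most abundant of the monocyte and macrophage genes labelled in Supplementary Fig. 4c, at 9551 ± 2248 CPM in tCD115- and 3122 ± 724 CPM in tCD115+ (SD, n = 2), a log2 fold change of 1.61 (standard error 0.25, adjusted p = 0.00288 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in EL4 TB mice and 1.85 in naive mice. *Chil3* shares most of its sequence with *Chil4*, so some of its reads are uncertain. *Csf1*, which encodes M-CSF, stood at 12.4 ± 3.65 CPM in tCD115- and 1.38 ± 0.0978 CPM in tCD115+, a log2 fold change of 3.17 (adjusted p = 8.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In naive mice the log2 fold change of *Csf1* was 0.38 (adjusted p = 0.239), and the difference between the hosts was 2.78 (adjusted p = 0.0805 for the interaction), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Tnf* stood at 22.9 ± 2.93 CPM in tCD115- and 8.71 ± 0.720 CPM in tCD115+, a log2 fold change of 1.39 (adjusted p = 0.000392 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In naive mice *Tnf* had 1.08, which fell under the 2-fold threshold without replicate 2 of nCD115+ (0.95) or with library totals alone (0.97). The adhesion gene *Vcam1* rose by 6.90 and 6.04 on the log2 scale in EL4 TB and naive mice, and *Abca13*, a transporter gene, by 3.67 and 4.43. Of 14 genes of BM macrophages, 2 rose (*Vcam1* and the iron exporter gene *Slc40a1*) and 2 fell (*Cd163* and *Apoe*, the latter not called without replicate 1 or 2 of tCD115-, adjusted p = 0.113 and 0.0627, or without replicate 1 of tCD115+, −0.72, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in tCD115-, and 2 rose and 2 fell in nCD115- (2 higher and 3 lower, and 2 and 2, over the list alone). The genes that fell in tCD115- were 1 without replicate 1 of tCD115- or either replicate of tCD115+ and 5 with library totals alone, and those that fell in nCD115- were 1, 0 and 1 without replicate 1 or 2 of nCD115- or replicate 1 of nCD115+.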

CD115^+^ M-MDSCs showed greater expression of *Cx3cr1, Ccr2*, and *Cd163* (M2 macrophage phenotype markers)^25^ as did *Csf1r* (Supplementary Fig. 4c). Also, the analysis showed that seven angiogenesis-related genes are highly expressed in CD115^−^ M-MDSCs, including *Vegfa* (Supplementary Fig. 4d). 

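*Cx3cr1* was expressed at 55.0 ± 18.9 CPM in tCD115- and 145 ± 8.16 CPM in tCD115+ (SD, n = 2), a log2 fold change of −1.40 (standard error 0.22, adjusted p = 0.00292 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccr2*, the chemokine receptor gene of monocytes leaving the BM, had −1.19 (adjusted p = 0.00202), *Csf1r* had −1.19 (adjusted p = 0.00634) and *Cd163*, a scavenger receptor gene, had −1.08 (adjusted p = 0.0125), all from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. *Csf1r*, whose product defined the subsets, stood at 387 ± 147 CPM in tCD115- and 879.7 ± 15.4 CPM in tCD115+. In naive mice the log2 fold changes were −0.71 for *Cx3cr1*, −0.61 for *Ccr2* and −0.68 for *Csf1r*, none of which reached the thresholds, and −1.15 for *Cd163* (adjusted p = 0.0193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 22 monocyte genes, 10 fell in tCD115- (10 when adjusted over the list alone), and in nCD115- no member reached a 2-fold change, the lowest log2 fold change being that of *Cx3cr1*. All 22 had negative log2 fold changes in both hosts, with medians of −0.99 in EL4 TB mice and −0.50 in naive mice. Limma's camera test with a preset correlation gave an adjusted p of 1.5e-07 in EL4 TB mice (adjusted p = 0.519 with an estimated correlation) and 9.23e-06 in naive mice (adjusted p = 0.543 with an estimated correlation). Of the members that fell in tCD115-, *Csf1r*, *Cx3cr1*, *Ccr2*, *Irf8* and *Klf4* are labels of Supplementary Fig. 4b or 4c. The study chose these labels on these libraries, and *Csf1r* encodes the sorting marker. The counts and the test of this list are therefore in part not independent evidence of a fall. Without replicate 1 of tCD115-, 1 monocyte gene was called, and *Ccr2* (−0.94) and *Csf1r* (−0.83) fell short of a 2-fold change. Without replicate 2 of tCD115-, 19 monocyte genes were called and *Cd163* had −0.99, and with library totals alone 17 were called. The call of *Cd163* was also lost without replicate 2 of tCD115+ (adjusted p = 0.0724) and, in naive mice, without replicate 1 or 2 of nCD115- (adjusted p = 0.0919 and 0.101) or replicate 1 of nCD115+ (adjusted p = 0.125), from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment.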

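*Vegfa*, which encodes the main growth factor of blood vessels, was expressed at 55.8 ± 12.5 CPM in tCD115- and 0.680 ± 0.125 CPM in tCD115+ (SD, n = 2). Its log2 fold change was 6.34 in EL4 TB mice (standard error 0.26, adjusted p = 1.66e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.58 in naive mice. It lies on chromosome 17 from 46016993 to 46032377 of GRCm38. Of the 27 genes labelled in Supplementary Fig. 4d, which the study chose on these libraries and which are therefore not independent evidence of a direction, 14 were higher and 9 lower in tCD115- than in tCD115+ (14 and 11 over the list alone), and 9 were higher and 2 lower in nCD115- than in nCD115+. Higher genes included *Rapgef3*, a cyclic AMP-responsive exchange factor (4.85 in EL4 TB mice and 4.93 in naive mice), the kinase gene *Prkd2* (2.04 and 1.67) and *Amotl2*, an angiomotin family gene (1.43 and 1.57). *Plau*, which encodes urokinase, rose by 1.18 on the log2 scale in EL4 TB mice. Among the lower genes, *Mfge8*, which encodes a bridge to apoptotic cells, had −1.53 and *Eng*, a TGF-β coreceptor gene whose reads are uncertain where it overlaps another gene, had −1.49 in EL4 TB mice. The adjusted p-values of *Rapgef3*, *Prkd2*, *Amotl2*, *Plau*, *Mfge8* and *Eng* in EL4 TB mice were 0.000112 to 0.000917 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 15 measured angiogenic factors listed from general knowledge, 4 rose in tCD115- (*Vegfa*, *Mmp9*, *Plau* and *Adam8*) and 1 fell (*Thbs1*, named after its values were seen), with the same numbers over the list alone, and *Vegfa* and *Mmp9* rose in nCD115-. All 4 that rose are also labels of Supplementary Fig. 4c or 4d, so this list adds no independent evidence of a rise. *Adam8* had 1.17 and 0.99 without replicate 1 of tCD115-, and of the naive calls 1 was left without replicate 2 of tCD115-, replicate 2 of nCD115- or either replicate of nCD115+. Only 1 of them was left with limma-voom or with no count filter as well. The call of *Thbs1* was lost with limma-voom or with only the 4 libraries compared.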

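The calprotectin genes *S100a8* and *S100a9* were among the most abundant transcripts of CD115- cells, at 17631 ± 7093 and 28174 ± 10113 CPM in tCD115- and 10305 ± 1746 and 17162 ± 3134 CPM in nCD115- (SD, n = 2). In tCD115+ they stood at 333 ± 121 and 295 ± 137 CPM and in nCD115+ at 115 ± 7.70 and 137 ± 17.0 CPM. Their log2 fold changes were 5.73 and 6.58 in EL4 TB mice and 6.48 and 6.97 in naive mice. The granule protein genes *Ngp* (7.88 in EL4 TB mice and 7.31 in naive mice) and *Camp*, which encodes cathelicidin (8.06 and 7.34), rose further. *Cxcr2*, the chemokine receptor gene of mature neutrophils, rose by 5.15 and 5.06 on the log2 scale to 106 ± 36.2 CPM in tCD115-, and *Ly6g*, whose protein had been gated out, rose by 5.57 and 5.80 to 35.5 ± 12.5 CPM in tCD115-. *Mpo*, which encodes myeloperoxidase of primary granules, was already expressed in CD115+ cells and rose less. It stood at 2074 ± 833 CPM in tCD115- against 527 ± 18.0 in tCD115+ (log2 fold change 1.98) and at 1014 ± 225 CPM in nCD115- against 397 ± 111 in nCD115+ (1.35). Adjusted p-values of *Cxcr2*, *Ly6g*, *Ngp*, *S100a8*, *S100a9* and *Camp* were 1.66e-05 to 6.48e-05 in EL4 TB mice and 2.34e-05 to 9.75e-05 in naive mice, and those of *Mpo* 0.00272 and 0.0227, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The naive call of *Mpo* was lost without replicate 2 of nCD115- (adjusted p = 0.170) or without replicate 1 or 2 of nCD115+ (adjusted p = 0.0510 and 0.148) in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. These genes were selected by the study on these libraries.

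**Figure D3:**
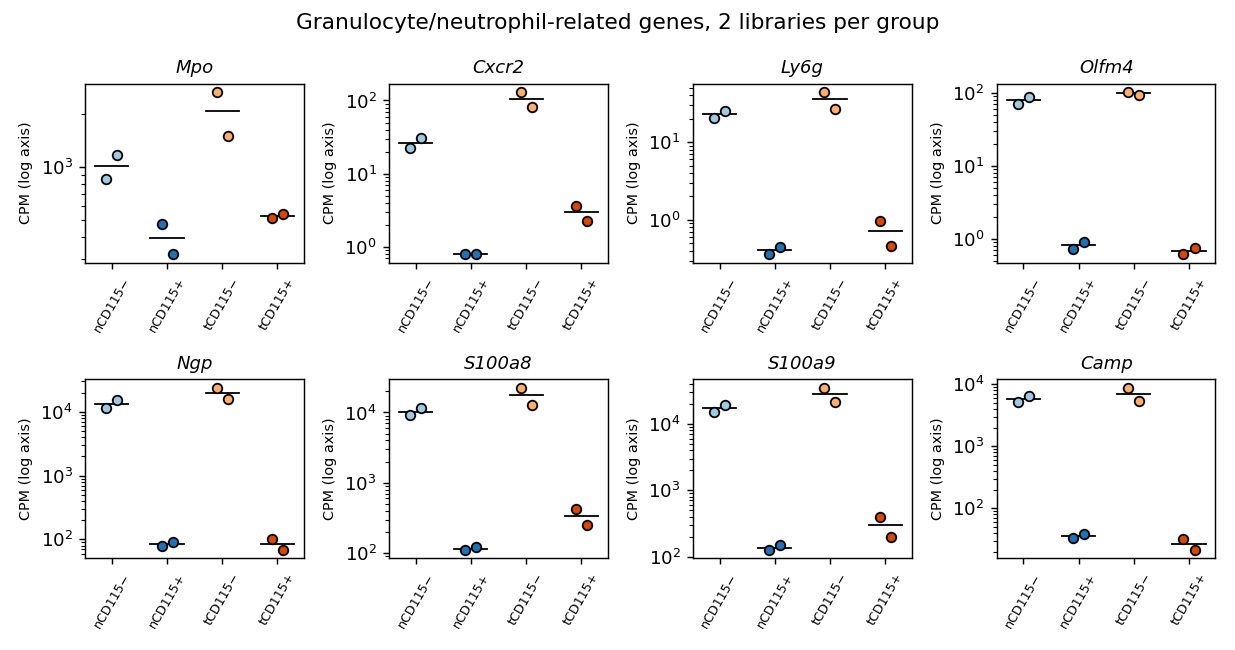
Expression of 8 granulocyte/neutrophil-related genes in CPM (y axis, log scale) in the 4 groups (x axis); one point per library and a line at the mean of 2 libraries. In each panel both libraries of a CD115- group lie above both libraries of the CD115+ group from the same host.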

Of most interest, granulocyte/neutrophil-related DEGs (e.g., *Mpo, Cxcr2, Ly6g, Olfm4, Ngp, S100a8, S100a9, and Camp*) were expressed at higher rates in CD115^−^ subsets from both naive and EL4 TB mice (Fig. 3e). These data suggest that the CD115^−^ subset may have a closer relationship with neutrophils or PMN-MDSCs than the CD115^+^ subsets. Also, our overall transcriptomic analysis further suggests that CD115^−^ M-MDSCs and monocytes are separate subsets of monocytic cells.

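Genes of later neutrophil granules separated the subsets more widely than genes of monocytes did. Of 14 measured secondary granule genes, 11 rose and none fell in CD115- cells of each host (11 and 11 when adjusted over the list alone), with a median log2 fold change of 5.85 in EL4 TB mice and 5.42 in naive mice. Summed over this list, expression was 62804 ± 16496 CPM in tCD115- and 7103 ± 1059 CPM in tCD115+, and 43850.3 ± 7268 CPM in nCD115- and 6468 ± 1062 CPM in nCD115+ (SD, n = 2). Of 21 genes of tertiary granules and mature neutrophils, 14 rose in tCD115- and 11 in nCD115- and none fell (14 and 14 over the list alone), with medians of 3.72 and 3.21. Limma's camera test with a preset correlation gave adjusted p-values of 3.82e-11 and 1.56e-13 for the secondary granule genes and 9.24e-07 and 6.78e-07 for the tertiary granule and mature neutrophil genes in EL4 TB and naive mice (adjusted p = 0.476 with an estimated correlation in all of these). *Itgb2l* had a log2 fold change of 7.13 and *Chil1* one of 7.07 in naive mice (adjusted p = 2.89e-05 and 3.31e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Some members of these lists are among the genes that the study selected from the same libraries. From the higher expression of granulocyte genes in CD115- cells, the paper proposes that the CD115- subset may have a closer relationship with neutrophils or PMN-MDSCs than the CD115+ subset, and from the transcriptomes as a whole that CD115- M-MDSCs and monocytes are separate subsets of monocytic cells.

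**Figure D4:**
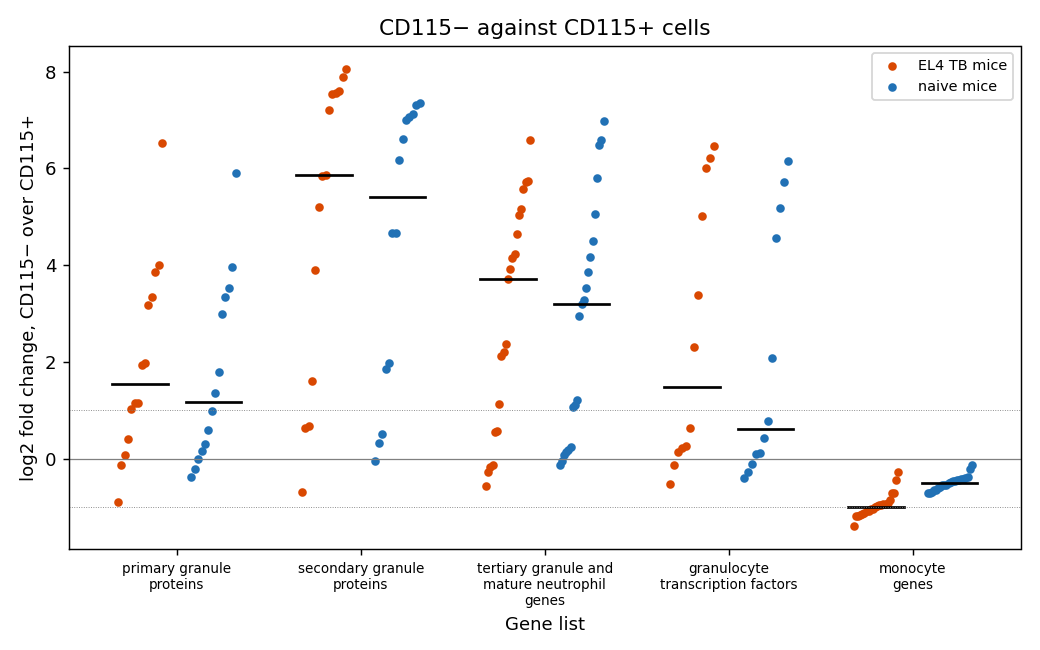
Log2 fold change (CD115- over CD115+, y axis) of each measured gene of 5 gene lists (x axis), in EL4 TB mice (orange) and naive mice (blue); one point per gene, black lines at the median of a list and dotted lines at a 2-fold change. Medians of the granule lists lie above 1 and all monocyte genes lie below 0.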

### CD115^−^ M-MDSCs differentiate into PMN-MDSCs more efficiently outside the tumor mass

In disease-free conditions, monocytes differentiate into macrophages and DCs^13^. M-MDSCs can also differentiate into PMN-MDSCs in the tumor host^38^. Because of the substantial expression of granulocytic-related genes in CD115^−^ M-MDSCs, we assessed whether this M-MDSC subpopulation is prone to PMN-MDSC differentiation. BM CD115^−^ and CD115^+^ M-MDSCs were sorted from EL4 TB mice and labeled with CFSE. Each subset was transferred to other EL4 TB recipient mice and CFSE^+^ cells were analyzed 48 h after the transfer (Fig. 4a). Compared to CD115^+^ M-MDSCs, CD115^−^ M-MDSCs had more frequent PMN-MDSC (CD11b^+^Ly6G^+^Ly6C^lo^) differentiation in BM, blood, and liver, but not in the tumor mass (Fig. 4b). Notably, more than 40% of CD115^−^ M-MDSCs were differentiated into PMN-MDSCs in the BM (Fig. 4b). In the tumor mass, the lowest proportion of PMN-MDSCs (<6%) was found among samples from CD115^−^ M-MDSC-transferred mice (Fig. 4b), whereas more than 70% of both CD115^−^ and CD115^+^ M-MDSCs were differentiated into F4/80^+^ TAM (Fig. 4c). More than half the TAMs were CD206^+^, indicating the majority of macrophages in the tumor mass are pro-tumoral M2 phenotype (Fig. 4c). M-MDSCs also differentiated into macrophages in other organs but were mostly CD206^−^ (Supplementary Fig. 5a). We also tested the LLC1 tumor model and obtained results consistent with those in EL4 mice (Supplementary Figs. 5b and 6a–d).

**Fig. 4:**
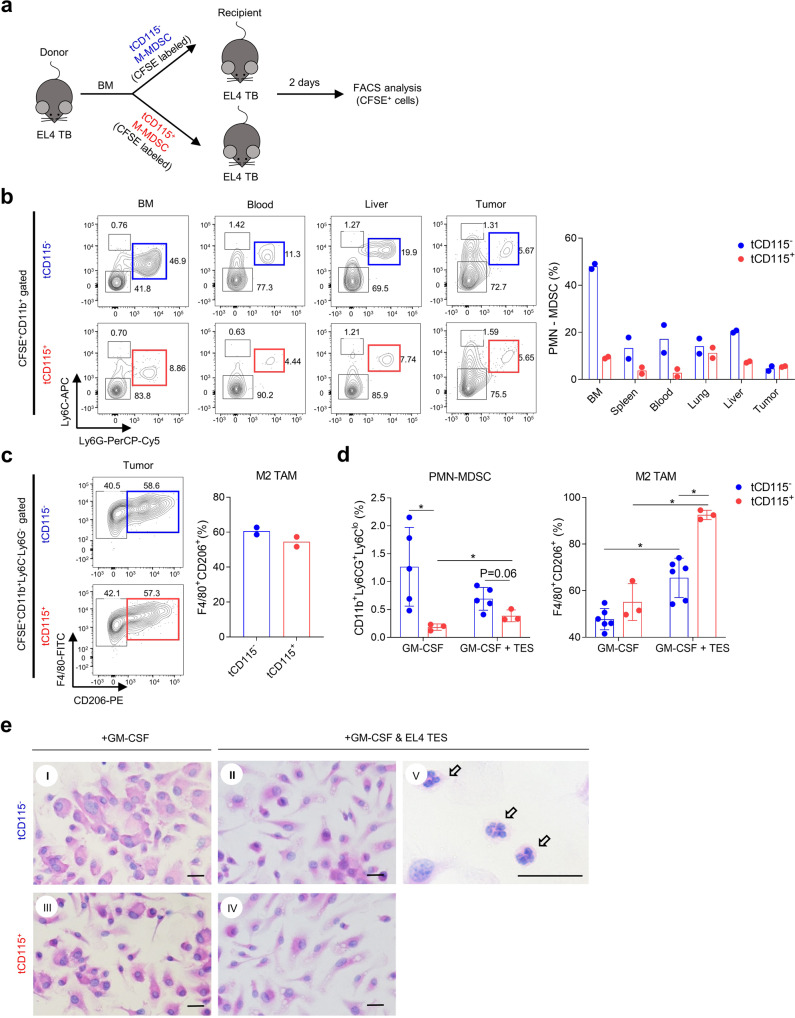
CD115^−^ M-MDSCs preferentially differentiate into PMN-MDSCs outside the tumor mass. **a**–**c** CFSE-labeled CD115^−^ or CD115^+^ M-MDSCs sorted from EL4 TB mice were injected intravenously into EL4 TB recipient mice (*n* = 3). Cells were preapred from recipient mice and pooled to analyze transplanted cells (CFSE^+^) by flow cytometry 2 days after injection. Data shown are from two biological replicates of each group. **a** Schematic diagram of experimental design. The letter “t” indicates that cells were isolated from TB mice. **b** Representative plot of transplanted CD115^−^ and CD115^+^ M-MDSC and ratios of PMN-MDSC (CD11b^+^Ly6G^+^Ly6C^lo^) differentiation at indicated sites. **c** Representative plot and ratio of M2 TAM in the tumor. **d**, **e** CD115^−^ and CD115^+^ M-MDSCs were sorted and differentiated in vitro in supplemental GM-CSF (10 ng/ml) ± 5% EL4 TES for 6 days. Data pooled from two separated experiments (*n* = 3–6). Ratios of PMN-MDSC and M2 TAM (**d**) and representative H&E stained image (**e**) after in vitro culture. Arrows indicate PMN-MDSCs. Scale bars = 20 μm. Statistical comparisons were performed using multiple unpaired Student’s *t* test: *p < 0.05. Data are mean or mean ± SD.

In vitro, we cultured CD115^−^ and CD115^+^ M-MDSCs in the presence of GM-CSF with or without EL4 TES. Although GM-CSF-driven PMN-MDSC differentiation was less frequent in vitro, CD115^−^ M-MDSCs were more efficient than CD115^+^ M-MDSCs (Fig. 4d). When TES was supplemented in the culture medium to mimic the tumor microenvironment, PMN-MDSC differentiation from CD115^−^ M-MDSCs was slightly reduced while M2 TAM differentiation was significantly increased (Fig. 4d), consistent with the in vivo data (Fig. 4b, c). Remarkably, CD115^−^ M-MDSCs generated a lower proportion of M2 TAM (~65%) compared to CD115^+^ M-MDSCs (~92%). Also, the morphology of macrophages further proved that TES drives M1 (round-shaped) to M2 (spindle-shaped) polarization. Although CD115^−^ M-MDSCs differentiated to PMN-MDSCs less frequently in vitro, mature PMN-MDSCs were observed in CD115^−^ M-MDSC culture with TES (Fig. 4e). Similar in vitro differentiation patterns were seen using LLC1 TES (Supplementary Fig. 6e, f). Collectively, our findings indicate that CD115^−^ M-MDSCs can play a role as PMN-MDSC precursors in the outside of tumor environment but preferentially differentiate into M2 TAM in the tumor microenvironment.

### CD115^−^ M-MDSCs differentiate into OLFM4^hi^ PMN-MDSCs

OLFM4 expression is used to define a subset of neutrophils in mice and humans^9,10^. However, the differentiation of OLFM4^hi^ neutrophils is not completely understood. Because the *Olfm4* gene was highly expressed in the CD115^−^ M-MDSCs (Fig. 3e), we further evaluated the correlation between CD115^−^ M-MDSCs and OLFM4^hi^ PMN-MDSCs in the TB hosts. 

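*Olfm4*, which encodes the secondary granule protein olfactomedin 4, was expressed at 98.1 ± 6.09 CPM in tCD115- and 0.675 ± 0.0965 CPM in tCD115+ (SD, n = 2). CD115- monocytes of naive mice expressed it as well, at 78.8 ± 12.6 CPM in nCD115- against 0.805 ± 0.12 CPM in nCD115+. The log2 fold change (CD115- over CD115+) was 7.20 in EL4 TB mice (standard error 0.18, adjusted p = 5.86e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In naive mice it was 6.61 (standard error 0.18, adjusted p = 8.53e-06 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between these 2 fold changes was 0.59 on the log2 scale and did not pass the test (adjusted p = 0.841 for the interaction from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene lies on chromosome 14 from 80000302 to 80023141 of GRCm38. The values are means over pooled RNA of sorted cells and do not show how many cells carried the transcript. The paper took the high *Olfm4* expression of CD115- M-MDSCs as its reason to examine how these cells relate to OLFM4 hi PMN-MDSCs.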

To confirm the RNA-Seq data, we assessed OLFM4 expression in M-MDSCs and PMN-MDSCs by immunohistochemistry (IHC) (Fig. 5a). In EL4 TB mice, approximately 8% of PMN-MDSCs were OLFM4^hi^ (Fig. 5a). Among the M-MDSCs, 34% of CD115^−^ M-MDSCs expressed OLFM4 but fewer than 1% of CD115^+^ M-MDSCs expressed OLFM4 (Fig. 5a). We labeled CD115^−^ and CD115^+^ M-MDSCs with CFSE and transferred to EL4 TB recipient mice to analyze OLFM4 expression in M-MDSC-derived cells (Fig. 5b). CD115^−^ M-MDSC recipient mice had both CFSE^+^ (donor origin) and CFSE^−^ (recipient origin) PMN-MDSCs. As expected, 37% of CFSE^+^ PMN-MDSCs expressed OLFM4, a percentage similar to that of CD115^−^ M-MDSCs (Fig. 5c). When CFSE^+^ cells were analyzed in CD115^+^ M-MDSC recipient mice, OLFM4^hi^ PMN-MDSCs were undetectable (Fig. 5c). The CFSE^+^ cell tracking assay demonstrated that CD115^−^ M-MDSCs have an inherent potential to generate both OLFM4^hi^ and OLFM4^lo^ PMN-MDSCs, whereas CD115^+^ M-MDSCs only generate OLFM4^hi^ PMN-MDSCs.

**Fig. 5:**
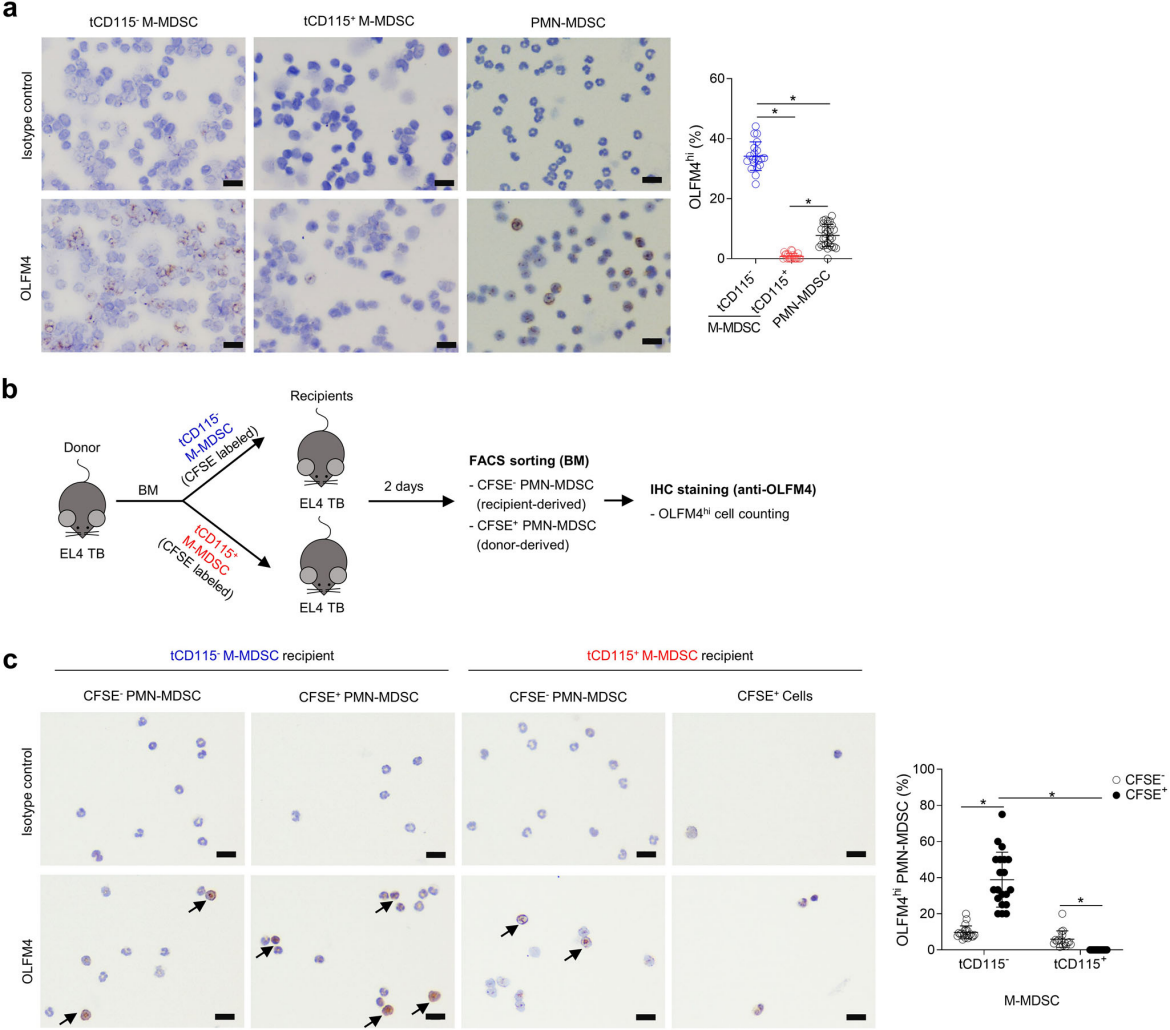
CD115^−^ M-MDSCs express OLFM4 and differentiate into OLFM4^hi^ PMN-MDSCs. **a** BM cells from three EL4 TB mice were pooled and CD115^−^ M-MDSCs, CD115^+^ M-MDSCs, and PMN-MDSCs were sorted. Cells were stained for OLFM4 and OLFM4^hi^ cells were counted from ten random fields. Data pooled from two to three separate experiments. Representative IHC analysis of OLFM4 expression and ratios of OLFM4^hi^ cells. The letter “t” indicates that cells were isolated from TB mice. **b** Schematic diagram of experimental design. CD115^−^ and CD115^+^ M-MDSCs were sorted from donor EL4 TB mice and labeled with CFSE, then CD115^−^ and CD115^+^ M-MDSCs were injected into separate recipient EL4 TB mice (*n* = 3 per group). Two days later, BM cells from three recipient mice were pooled and OLFM4 expression in sorted PMN-MDSCs (CD11b^+^Ly6G^+^Ly6C^lo^) were analyzed by IHC to determine the ratio of OLFM4^hi^ PMN-MDSC. **c** OLFM4^hi^ cells were counted from seven to ten random fields. IHC analysis of OLFM4 expression and ratios of OLFM4^hi^ cells. Data pooled from two separate experiments. Scale bars = 20 μm. One-way ANOVA with correction for multiple comparisons test was used: *p < 0.05. Data are mean ± SD.

### Depletion of CD115^+^ M-MDSC does not affect OLFM4^hi^ PMN-MDSC

Next, we adopted an in vivo depletion system for CD115^+^ M-MDSCs (MM^DTR^ mice) to confirm that CD115^+^ M-MDSCs are not involved in OLFM4^hi^ PMN-MDSC generation. Intraperitoneal injection of DT transiently depleted CD115^+^ monocytic cells in MM^DTR^ mice (Supplementary Fig. 7a). When these mice were given DT three times at 2-day intervals starting 7 days after EL4 tumor implantation (Supplementary Fig. 7b), the overall proportion of M-MDSCs in BM was reduced and the relative abundance of CD115^−^ M-MDSCs was increased over CD115^+^ M-MDSCs 14 days after tumor implantation (Fig. 6a). DT treatment significantly reduced tumor burden in MM^DTR^ TB mice compared to C57BL/6 TB mice (Fig. 6b), indicating that CD115^+^ M-MDSCs and the descendant cells contribute to tumor progression. Percentages and absolute numbers of PMN-MDSCs in BM were reduced in TB MM^DTR^ mice upon DT treatment (Fig. 6c). This may be due to attenuated tumor burden or loss of CD115^+^ M-MDSCs, the precursors of OLFM4^lo^ PMN-MDSCs. Although TB mice significantly downregulated expression of neutrophil-related genes (*MPO, Olfm4, MMP9, NGP, and CAMP*) compared to mice without tumors (Fig. 6d), *Olfm4* expression levels were not affected by DT treatment in any mouse group (Fig. 6e). We used IHC to confirm that the proportion of OLFM4^hi^ PMN-MDSCs was not affected by DT treatment in BM of TB MM^DTR^ mice (Fig. 6f). We also repeated the experiment using C57BL/6 mice to exclude the effect of DT treatment. Unlike MM^DTR^ mice, no changes in M-MDSCs and PMN-MDSCs were observed in C57BL/6 mice following DT treatment (Supplementary Fig. 8). Overall, our data suggest that depletion of CD115^+^ M-MDSCs does not affect OLFM4^hi^ PMN-MDSCs in TB mice.

**Fig. 6:**
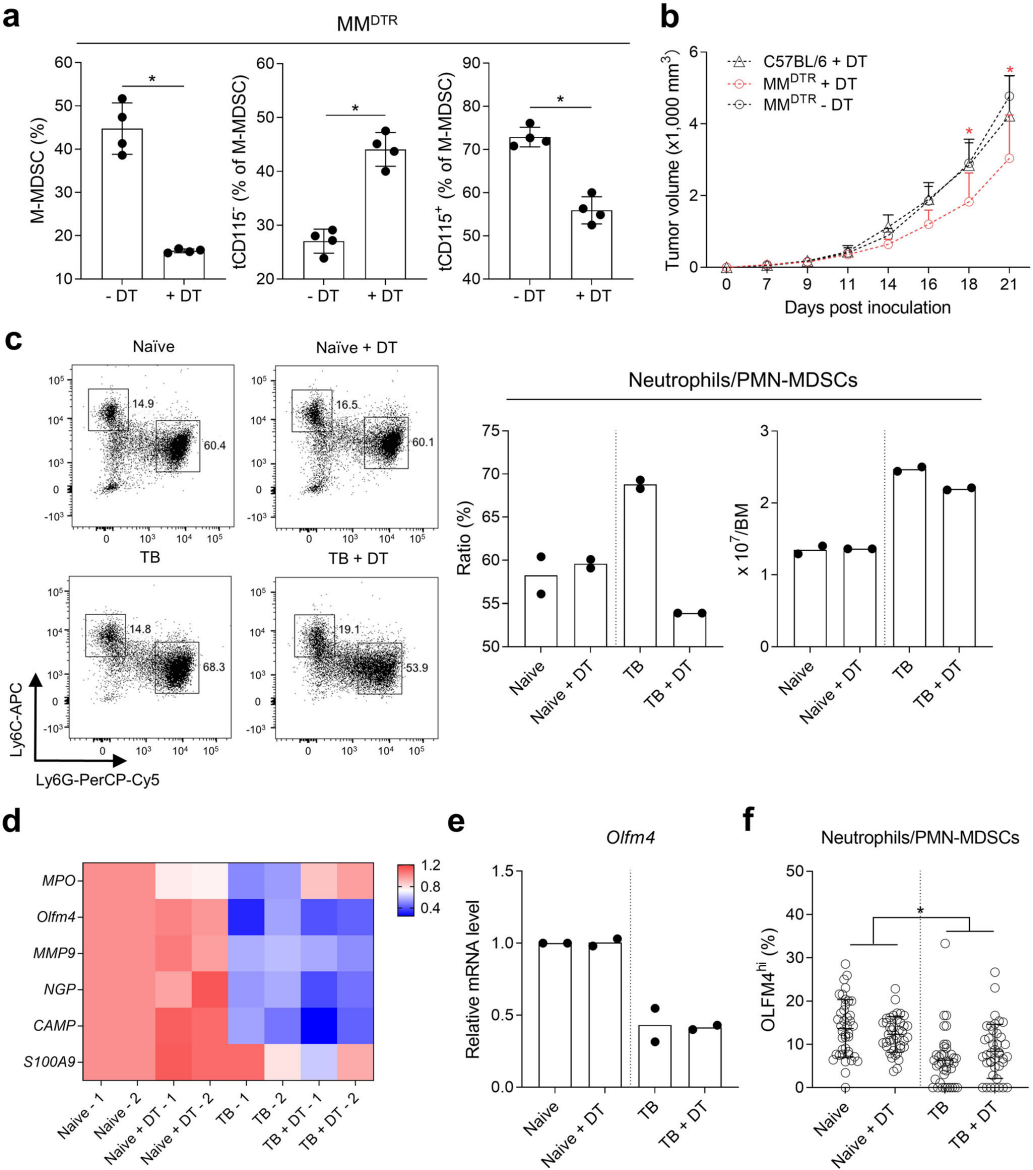
Depletion of CD115^+^ M-MDSCs does not affect OLFM4^hi^ PMN-MDSCs. CD115^+^ monocytic cells were transiently depleted in MM^DTR^ mice by intraperitoneal injection of DT. **a** Ratio of M-MDSCs (% CD11c^−^CD11b^+^Ly6G^−^SiglecF^−^Ly6C^hi^) and their subpopulations (CD115^−^ and CD115^+^) in BM of MM^DTR^ mice with or without DT treatment (*n* = 4 per group). **b** Tumor volume of EL4 TB C57BL/6 and MM^DTR^ mice with or without DT treatment (*n* = 7–9 per group). **c**–**f** BM cells were prepared from indicated mice (*n* = 3 per group) and neutrophilic cells (CD11b^+^Ly6G^+^Ly6C^lo^) were sorted from pooled BM cells. **c** Representative plots of neutrophilic cells in BM of naive and EL4 TB MM^DTR^ mice with or without DT injection. Ratio and absolute numbers of neutrophilic cells in BM of naive and EL4 TB mice with or without DT injection are shown in graphs. Data shown are from two biological replicates of each group. **d**, **e** Heatmap of neutrophil-associated gene expression (**d**) and *Olfm4* expression (**e**) in sorted neutrophilic cells from indicated mice. Data shown are from two biological replicates of each group. **f** IHC assessment of ratio of OLFM4^hi^ neutrophilic cells in BM of indicated mice. OLFM4^hi^ cells were counted from twenty random fields. Data pooled from two separate experiments. Statistical comparisons were performed using unpaired Student’s *t* test when only two groups were compared or by Bonferroni’s test-corrected ANOVA when more than two groups were compared: *p < 0.05. Data are mean or mean ± SD.

## Discussion

Cell surface molecules are useful to dissect heterologous myeloid cell populations. We used CD115 to identify a distinct subset of monocytic cells. When granulocyte-monocyte progenitors differentiate into common monocyte progenitors (cMoPs), they up-regulate CD115 expression on their surface and further develop into mononuclear phagocytes depending on M-CSF^39,40^. As CD115 has long been used as a solid surface marker for monocytes and macrophages in both mice and humans^41^, we tried to confirm the monocytic characteristics of CD115^−^ M-MDSCs. Despite loss of CD115 expression, these cells microscopically resemble typical monocyte morphology^42^ and are sufficiently immunosuppressive to hinder the proliferation of CD8^+^ T cells and IFN-γ expression^14^. However, it is not clear whether CD115^−^ M-MDSCs emerged from CD115^+^ cMoPs. If they are descendant cells of cMoPs, CD115 somehow needs to be downregulated in the BM. As CD115 is actively internalized by ligand binding, bacterial DNA, and lipopolysaccharide, an extracellular factor (likely increased in the tumor host) may be required to maintain the CD115^−^ subpopulation^43^.

As myeloid progenitors share surface markers with the M-MDSCs used in this study for cell sorting, contamination of ancestry cells including granulocyte-monocyte progenitors (GMPs), which are Ly6C^+^CD115^−^ and can generate neutrophils, should be avoided. To avoid contamination of granulocytes and myeloid progenitors, we gated out CD11b^+^ cells that expressed CD11c, SiglecF, and Ly6G. Further, we gated Ly6C^hi^ cells, as GMPs and granulocytes express less Ly6C (Ly6C^lo^)^44,45^. We also examined the morphology of sorted M-MDSCs as well as their expression of CD135 (FLT3). While CD135 is an important surface marker of many types of dendritic cells, it is also expressed on the surface of GMPs, monocyte-dendritic cell progenitors (MDPs), and other progenitor cells^46,47^. Thus, we excluded progenitor contamination in CD115^−^ & CD115^+^ populations by checking CD135 expression. As expected, we did not find expression of CD135 on CD115^+^ or CD115^−^ M-MDSCs cells.

PMN-MDSCs, immunosuppressive myeloid cells found in the tumor host, outnumber M-MDSCs^14^. TB hosts have both suppressive PMN-MDSCs and non-suppressive PMN cells, making this population more diverse^5,6^. A recent study described new subset of PMN-MDSCs that highly express SiglecF. These cells accumulated in TB mouse lungs, but not in healthy lungs^48^. Also, another subset of PMN that expresses OLFM4 was reported in mice and humans^9,10^. In a study using OLFM4 knockout mice, OLFM4^+^ and OLFM4^−^ PMN showed similar phagocytic and transmigration activity. OLFM4^+^ PMN expanded during experimental sepsis and an OLFM4 deficiency ameliorated the disease^9^. Similar to findings in mice, human OLFM4^+^ and OLFM4^−^ PMN displayed comparable bacterial phagocytosis and tissue transmigration as well as Fas ligand-induced spontaneous apoptosis^49^. Importantly, OLFM4^+^ PMN was also increased during septic shock in humans^50^. These studies suggest that OLFM4^+^ PMN is pathogenic in sepsis. The neutrophilic OLFM4^+^ subset in cancer was investigated in a more recent study using mice in which OLFM4 was selectively deficient in myeloid cells^51^. When tested in a chemically induced colorectal cancer mouse model, loss of OLFM4 in PMN-MDSCs delayed the progression of disease. Mechanistically, OLFM4 interacts with LGALS3 to activate PMN-MDSCs through the NF-κB/PTGS2 pathway. Besides, other studies report that OLFM4 is a useful biomarker for predicting prognosis. OLFM4 is often overexpressed in normal tissue and early-stage tumors but downregulated in advanced tumor stages^52,53^. Low expression of OLFM4 promoted lymph node and distant metastasis resulting in a poor prognosis of triple-negative breast cancer patients and low expression of OLFM4 in early gastric cancer was associated with lymph node metastasis^54,55^. Previous studies have shown that OLFM4 contributes pro-inflammatory and pro-tumoral function of PMNs. However, OLFM4^hi^ PMN-MDSCs may play contrary roles in other types of cancers due to different etiologies. Although neutrophils are derived from committed PMN progenitors, PMN-MDSCs can be generated from M-MDSCs but not from non-tumoral monocytes^38^. Thus, study of M-MDSC to PMN-MDSC differentiation is required when considering the potential importance of OLFM4^hi^ PMN-MDSCs in tumorigenesis. Our study specifically demonstrates that the CD115^−^ subset of M-MDSCs express higher levels of granulocytic-associated transcripts and can differentiate into OLFM4^hi^ PMN-MDSCs at a higher rate.

CD115^−^ M-MDSCs showed a series of gene expressions, including genes that code transcription factors and chemokine receptors. Of note, as a member of the CCAAT/enhancer-binding protein (C/EBP) family of transcription factors, *Cebpe* is important for secondary and tertiary granule formation in granulocytes^34^. Mutation of *Cebpe* in mice not only blocks the terminal differentiation and secondary granule formation, but also fails to produce functional neutrophils^56^. CXCR2 is essential for the release of neutrophils from the BM to circulation and CXCR2 deficiency retains neutrophils in the BM resulting in chronic neutropenia^57^. Transcriptional upregulation of neutrophil-related genes in M-MDSCs supports our finding that CD115^−^ M-MDSCs are asymmetrically polarized by factors as yet unknown that make it distinguishable from CD115^+^ M-MDSCs.

PMN-MDSCs have a very short life span in tumor mass and they are less populated in tumor mass than in the periphery^58^, at least in part, due to tumor cells producing more chemokines for M-MDSC than PMN-MDSC recruitment^59^. Also, PMN-MDSCs are intolerant to low pH and hypoxic tumor micro-environments^60^. In line with the previous study findings by others, our data showed that CD115^−^ M-MDSCs preferentially differentiated into TAM rather than remaining as M-MDSCs in TME. It is possible that the unique combination of cytokines that constitute TME strongly drive TAM differentiation. M1 TAM exists in perivascular regions with an anti-tumor function, and M2 TAM occupies hypoxia areas of the tumor with a pro-tumor function^61,62^. M-CSF is known to be involved in M2 TAM differentiation via CD115 signaling; however, we found that CD115^−^ M-MDSCs can also differentiate to both M1 and M2 TAMs in vitro and in vivo. Therefore, we speculate there may be an alternative pathway that can differentiate both CD115^+^ and CD115^−^ M-MDSCs to M2 TAM independent of M-CSF, even though tumor mass usually provides a high level of M-CSF^63^.

In conclusion, it will be important to clarify the functional role of CD115^−^ M-MDSCs and their descendent cells. At this point we believe that the depletion of CD115^−^ M-MDSCs from mice will be the best approach to define their role in vivo but in the current study we failed to find a specific target for CD115^−^ M-MDSCs. As an alternative, we employed conditional knockout mice that can transiently deplete CD115^+^ M-MDSCs and found that OLFM4^hi^ PMN-MDSCs were not affected. The current findings indicate the need for studies to understand the complex heterogeneity of MDSC populations. In addition, CD115^−^ monocytes in the steady-state condition need further investigation. Monocytes can differentiate into monocyte-derived macrophages (MMP) and DCs in non-tumoral diseases upon arrival at affected tissues^64^. This final differentiation to MMP is usually triggered by inflammatory responses and have a longer effect on disease progression than short-lived monocytes^64^. As we found that a significant portion of CD115^−^ monocytes are present in non-tumor conditions, MMP that originate from CD115^−^ M-MDSCs may play a unique role in inflammatory diseases.

## Methods

### Mice

Wild-type C57BL/6 mice were purchased from Orient Bio (Gyeonggi-do, Korea). LysM-Cre (*Lyz2*^Cre^) and *Csf1r*^LsL-DTR^ mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). The conditional knockout mice that express DTR-mCherry fusion protein in LysM-expressing cells (MM^DTR^) were generated by crossing *Lyz2*^Cre^ and *Csf1r*^LsL-DTR^ mice^65^. All mice were maintained under specific pathogen-free conditions at the Wide River Institute of Immunology (WRII) animal facility. Six- to 10-week-old male mice or female were used for experiments. The research was approved by the Institutional Animal Care and Use Committee at Seoul National University (190123-1).

### Mouse tumor model

Mouse lymphoma (EL4), lung carcinoma (LLC1), and colon adenocarcinoma (MC38) cell lines were maintained using DMEM (HyClone Cytiva, Marlborough, MA, USA) supplemented with 10% fetal bovine serum (FBS) (Invitrogen, Carlsbad, CA, USA) and 1% penicillin/streptomycin (Invitrogen) at 37 °C in an incubator containing 5% CO_2_. Mice were subcutaneously injected with one of three cell lines, EL4 (5 × 10^5^ cells), LLC1 (5 × 10^5^ cells), or MC38 (1.5 × 10^6^ cells), and sacrificed when the tumor reached 2.0 cm.

### Single-cell preparation

According to the experiment design, single-cell suspensions were prepared from desired organs. In brief, the BM single-cell suspension was flushed out of femurs. The harvested spleen was teased apart into a single-cell suspension with a syringe plunger. We prepared single-cell suspensions from the lung and liver with Lung Dissociation Kit (Miltenyi Biotec, Nordrhein-Westfalen, Germany) and Liver Dissociation Kit (Miltenyi Biotec), respectively, per the manufacturer’s instructions. To analyze tumor-infiltrating immune cells, tumor mass was dissociated with a tumor dissociation kit (Miltenyi Biotec) following the manufacturer’s instructions. After obtaining single cells from different organs, erythrocytes were eliminated with red blood cell (RBC) lysis buffer. Single blood cells were generated from directly lysed blood with RBC lysis buffer. For CD115 expression analysis, cold EDTA buffer was used for BM and blood cell preparation^66^. Cells were ready for use after passage through a 70-μm nylon cell strainer.

### Flow cytometry

Cells were incubated with CD16/CD32 Fc blocking antibody (2.4G2, 1:100; BD Biosciences, San Jose, CA, USA) for 10 min, then stained with fluorochrome-conjugated antibodies for 30 min on ice. CD11c (N418, 1:200), Ly6G (1A8, 1:300), CD115 (AFS98, 1:300), CD206 (C068C2, 1:400), F4/80 (BM8, 1:300), MHC II (M5/114, 1:300), Siglec-F (E50-2440, 1:300), and 7-AAD Viability Staining Solution were purchased from BioLegend (San Diego, CA, USA). CD11b (M1/70, 1:400), Ly6C (AL-21, 1:200), CD8a (53-6.7, 1:200), CD3 (17A2, 1;300), DAPI solution, and Annexin V were purchased from BD Biosciences. We performed flow cytometry with an LSRFortessa flow cytometer and sorted cells with an FACSAria III cell sorter (both from BD Biosciences). For data analysis, we used FlowJo software version 10.4 (Ashland, OR, USA).

### RNA preparation and RNA-Seq analysis

Total RNA was extracted from cells using the RNeasy Mini Kit (QIAGEN, Hilden, Germany) and residual DNA was removed with a DNA-free Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Samples were loaded onto a 1% agarose gel before electrophoresis. DNA-free conditions were confirmed by SYBR Gold staining (Invitrogen). The quantity and the quality of RNA were evaluated by Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific) and bioanalyzer (Agilent 2100; Agilent Technologies, Santa Clara, CA, USA). RNA-Seq library preparation and sequencing were performed by Macrogen (Korea). Libraries were prepared with 1 μg of total RNA from two biological replicates of each group using TruSeq Stranded mRNA LT Sample Prep Kit and analyzed by Illumina Sequencer (both from Illumina, San Diego, CA, USA). The differentially expressed genes were selected based on a two-fold change and false discovery rate (FDR) < 0.05.

### T cell suppression assay

CD8^+^ T cells were purified from spleen of naive C57BL/6 mice using Dynabeads FlowComp Mouse CD8 Kit (Thermo Fisher Scientific). CD8^+^ T cells were labeled with 0.5 μM of CFSE (Thermo Fisher Scientific) and seeded at a density of 4 × 10^4^ in a 96-well plate in complete RPMI 1640 medium (GE Healthcare Life Sciences, MA, USA) containing 10% FBS and 1% penicillin/streptomycin. Mouse T-Activator CD3/CD28 microbeads (Thermo Fisher Scientific) were added to culture medium at a 1:1 ratio. Sorted CD115^−^ M-MDSCs or CD115^+^ M-MDSCs from EL4 TB mice were co-cultured with CD8^+^ T cells at ratios of 2:1, 1:1, 0.5:1, 0.25:1, and 0:1. Cells sorted from naive mice were used as a negative control for the assay. The CFSE dilutions in CD8^+^ T cells were analyzed by flow cytometry 3 days after co-culture. Two independent experiments were performed. Cell culture supernatant was collected and stored at −80 °C before interferon (IFN)-γ was evaluated by enzyme-linked immunosorbent assay.

### In vitro phagocytic activity assay

Single-cell suspensions from BM or blood of naive or EL4 TB mice were plated at densities of 5 × 10^5^ cells/well (BM) or 1 × 10^6^ cells/well (blood) in 48-well plates. FITC-conjugated *E. coli* (Cayman, Ann Arbor, MI, USA) was incubated with cells for 1 h at 37 °C with 5% CO_2_. Loosely bound *E. coli* was removed using a trypan blue quenching solution and stained with relevant fluorochrome-conjugated antibodies as shown in Supplementary Fig. 1a, then analyzed by flow cytometry.

### Hydrogen peroxide (H_2_O_2_)-induced apoptosis assay

Single cells from BM of naive or EL4 TB mice were suspended at a density of 2 × 10^6^ cells/well in complete RPMI medium containing different concentrations of H_2_O_2_ (0, 50, 100, 200, 400 μM). After 2 h of incubation at 37 ^o^C, cells were thoroughly washed with cold PBS and stained with relevant fluorochrome-conjugated antibodies (Supplementary Fig. 1a). Apoptotic cells were stained with FITC-conjugated Annexin V and the proportions of early (AnnexinV^+^7ADD^−^) and late (AnnexinV^+^7ADD^+^) apoptotic cells were analyzed by flow cytometry.

### In vitro M-MDSC differentiation

Purified BM CD115^−^ and CD115^+^ M-MDSC from EL4 or LLC1 TB mice were cultured in a 12-well plate at a density of 1.5 × 10^5^ cells/well. RPMI complete medium supplemented with 1 mM sodium pyruvate (Gibco, Thermo Fisher Scientific, Waltham, MA, USA), 55 μM 2-Mercaptoethanol (Gibco), and 10 ng/ml GM-CSF (PeproTech, Rocky Hill, NJ, USA) was used as a base medium. To mimic the tumor microenvironment, EL4 or LLC1 tumor explant supernatants (TES) were prepared according to the previous study^67^. Briefly, one gram of EL4 or LLC1 tumor was minced and cultured in RPMI complete medium for 24 h and supernatant was collected and stored at −80 ^o^C until use. For M-MDSC differentiation, 5% EL4 or LLC1 TES was added to the base medium. On day 3, the supernatant from TES free wells was collected as a condition media (CM) for migration and invasion assays. After collecting supernatant, each well was refilled with new media and cultured for an additional three days. Cells were collected for flow cytometric analysis after 6 days of culture. Some cells were separately cultured in Cell Imaging Coverglass (Eppendorf, Hamburg, Germany) and stained with hematoxylin-eosin (H&E, Merck Millipore, Burlington, MA, USA) for microscopic imaging.

### Enzyme-linked immunosorbent assay (ELISA)

Levels of cytokines (TGF-β, VEGF, and IL-10) in CM and IFN-γ in the co-cultured supernatant were evaluated with commercially available ELISA kits (R&D Systems, Minneapolis, MN, USA) according to the manufacturer’s instructions.

### Migration and invasion assay

The migration of tumor cells (EL4 or LLC1) was evaluated using Transwell permeable supports (Corning, NY, USA). The upper chamber of an 8-μm transwell insert was seeded with equal numbers of tumor cells (1 × 10^5^) in serum-free medium. Then one of the following media were added into the lower chamber, medium supplemented with or without 10% FBS, medium with 10% FBS and 10 ng/ml GM-CSF, CM medium prepared from in vitro CD115^−^ or CD115^+^ M-MDSC culture fluid. Cell migration was examined after incubation for 30 h at 37 ^o^C with 5% CO_2_. EL4 cells that migrated into the lower chambers were collected and stained with 0.4% trypan blue solution for counting by microscopy. LLC1 cells that migrated to the other side of the membrane were fixed with 70% ethanol and stained with 0.2% crystal violet. After a wash with sufficient distilled water, excess crystal violet was removed, and the cell-bound crystal violet was eluted with 33% acetic acid. The absorbance at 590 nm of the eluent was measured using a plate reader. A known number of LLC1 cells was cultured, stained, and quantified in the same manner as described above in order to convert absorbance to cell number. Invasion assays were performed using the same protocol, except that Matrigel (Corning) was applied to the transwell insert. The migrated or invaded cells were calculated as a percentage of migration or invasion (migrated cell number or invaded cell number / initial cell number × 100%).

### Quantitative RT-PCR

Single strands of cDNA were synthesized by reverse-transcription of total RNA (1 μg) using Maxime RT Premix Kit (iNtRON Biotechnology, Seongnam-si, Korea). RT-PCR was performed using the SYBR-Green PCR Master Mix on a QuantStudio 6 Flex Real-time PCR system (both from Applied Biosystems, Waltham, MA, USA). All analyses were done in triplicate, and the expression of the target genes was normalized to *Gapdh*. Relative expression ratios were calculated by the comparative 2^−ΔΔCt^ method^68^. All primers used in this study are listed in Supplementary Table 1.

### Immunohistochemistry

Sorted cells (2 × 10^4^) were spun on slides using Cytospin 4 (Thermo Fisher Scientific) and stained per the basic protocol described in the manual of the Mouse and Rabbit Specific HRP/DAB (ABC) Detection IHC Kit (Abcam, Cambridge, United Kingdom). In brief, slides were incubated overnight with a rabbit anti-OLFM4 antibody (Novus, Littleton, CO, USA) or normal rabbit IgG (Santa Cruz, CA, USA) at a 1:300 dilution at 4 °C in a humidity chamber. After being developed with the DAB chromogen, all slides were counterstained with hematoxylin (Merck Millipore). We counted OLFM4^hi^ cells that exhibit dense and ring-like OLFM4 signals by randomly selecting 10 or more fields in each glass slide^9,10^.

### In vivo tracking of M-MDSCs

Purified CD115^−^ or CD115^+^ M-MDSCs from BM of TB mice were labeled with CFSE (Thermo Fisher Scientific) and suspended in DPBS. Recipient TB mice were injected intravenously with either 4 × 10^6^ CD115^−^ or CD115^+^ CFSE-labeled M-MDSCs two weeks after tumor implantation. The injected cells (CFSE^+^) were analyzed by flow cytometry 48 h after transplantation.

### CD115^+^ M-MDSC depletion

MM^DTR^ mice were implanted with 2.5 × 10^5^ EL4 cells. Each mouse received one intraperitoneal injection (10 ng/g of body weight) of diphtheria toxin (DT) (List Biological Laboratories, Campbell, CA, USA) on days 7, 9, and 11 after tumor implantation (Supplementary Fig. 7b). Time intervals (every 48 h) of DT injection were optimized by flow cytometry blood analysis (Supplementary Fig. 7a). After sacrifice on day 14 after tumor implantation, single cells were prepared for flow cytometry analysis. CD11b^+^Ly6G^+^Ly6C^lo^ cells from naive or TB mice were sorted for OLFM4 immunohistochemistry (IHC) and qRT-PCR analysis. C57BL/6 mice were used as a negative control to exclude effects related to DT.

### Statistical and reproducibility

Statistical analysis was performed using GraphPad Prism software (version 9.0; GraphPad, La Jolla, CA, USA). A two-tailed Student’s *t* test with a 95% confidence interval was used for comparison between two groups. One-way ANOVA or two-way ANOVA test with Bonferroni correction for multiple comparison was used in statistical analysis with more than two groups. All data are presented as mean (SEM) or mean ± SD, and significance was defined as *p* < 0.05. The sample size, number of independently performed experiments, and statistical methods are indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary information

Description of Additional Supplementary Data

Supplementary data

Reporting summary

## Data Availability

The RNA-Seq analysis of CD115^−^ monocytes and CD115^+^ monocytes from naive and TB mice data have been deposited to the Gene Expression Omnibus (GEO) datasets (https://www.ncbi.nlm.nih.gov/geo/) with the dataset identifier GSE199008. The source data generated during the study are available in Supplementary Data 1.

# Supplementary material for: CD115− monocytic myeloid-derived suppressor cells are precursors of OLFM4high polymorphonuclear myeloid-derived suppressor cells
**Source:** Commun Biol. 2023 Mar 15;6:272. doi: 10.1038/s42003-023-04650-3
**Supplement:** Supplementary file 2 — Supplementary information

Supplementary Information for

CD115⁺ monocytic myeloid-derived suppressor cells are precursors of OLFM4^{high} polymorphonuclear myeloid-derived suppressor cells

Yunyun Zou,^{1,2} Nobuhiko Kamada,³ Seung-Yong Seong,^{1,2*} Sang-Uk Seo^{4*}

Address: 222 Banpo-daero, Seocho-gu, Seoul 06591, Republic of Korea

Work: 

Seung-Yong Seong

Address: 103 Daehak-ro, Jongno-gu, Seoul, 03080, Republic of Korea

Work: 

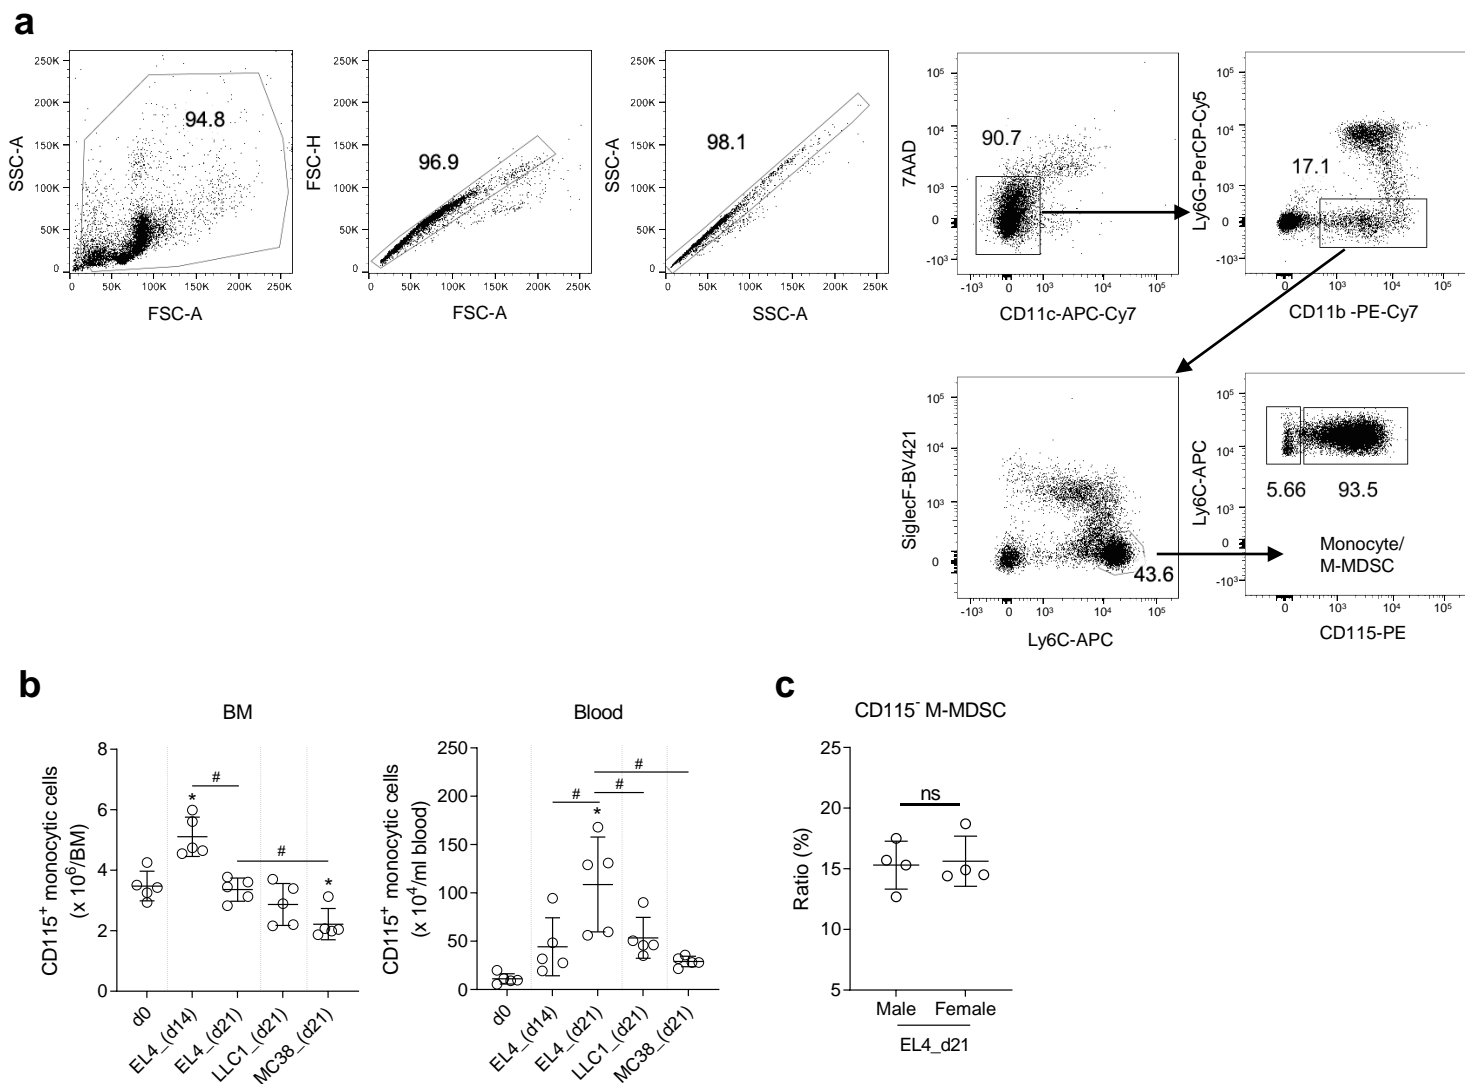

Supplementary Figure 1. CD115⁻ and CD115⁺ monocytic cells in naive and TB mice. **a** Gating strategy used in flow cytometry analysis for monocyte cells (CD11c⁻CD11b⁺Ly6G⁺SiglecF⁺Ly6C^{hi}). **b** Cell counts for CD115⁺ in BM and blood of indicated TB mice (n = 5 per group). **c** Ratio of CD115⁻ M-MDSC in male and female EL4 TB mice after 21 days of tumor inoculation (n = 4 per group). Comparisons between two groups were analyzed using a two-tailed Student's t-test. One-way ANOVA with correction for multiple comparisons test was used for more than two groups comparisons: *p < 0.05, all vs. day 0 (d0); #*p* < 0.05. Data represent mean ± SD.

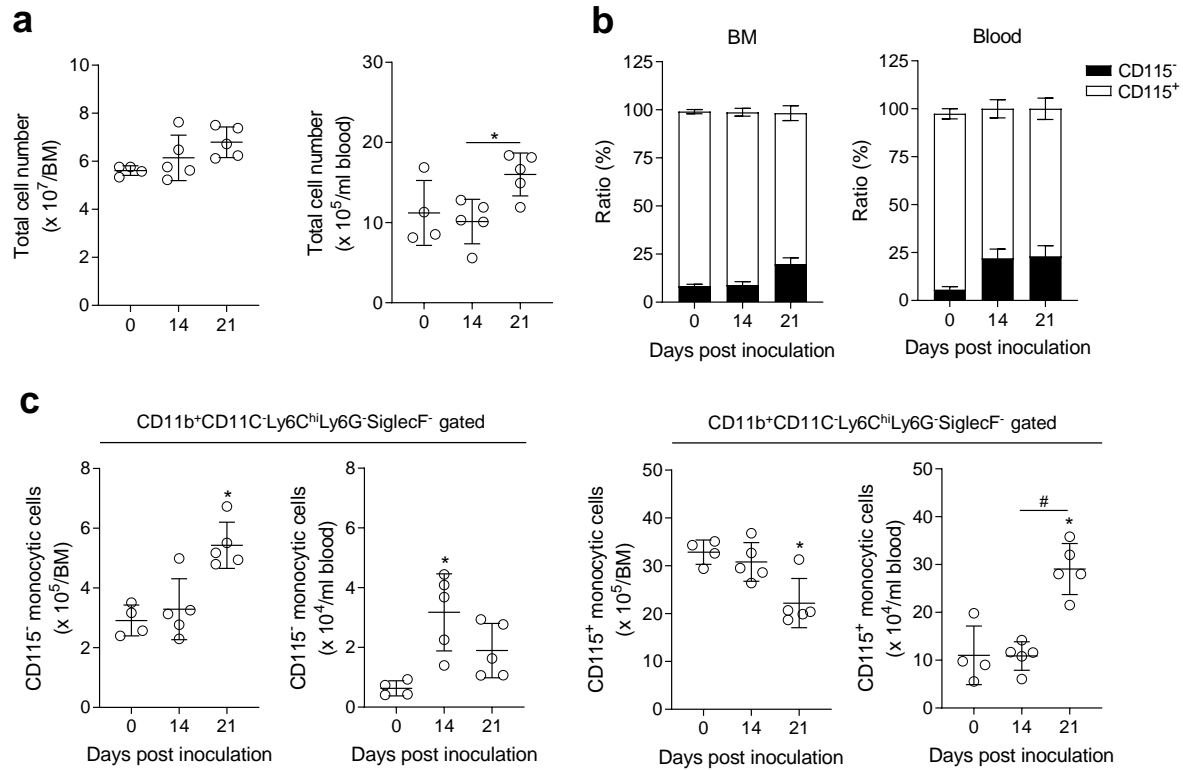

Supplementary Figure 2. Changes in CD115⁻ and CD115⁺ monocytic cells during tumorigenesis in MC38 TB mice. **a** Total BM and blood cell counts at indicated days after MC38 inoculation ($n = 4 - 5$ per group). **b** Frequency of live CD115⁻ and CD115⁺ monocytic cells in BM and blood from MC38 TB mice ($n = 4 - 5$ per group). **c** Absolute numbers of live CD115⁻ and CD115⁺ monocytic cells in BM and blood from MC38 TB mice ($n = 4 - 5$ per group). One-way ANOVA with correction for multiple comparisons test was used: $*p < 0.05$, all vs. day 0 (d0); $\#p < 0.05$. Data represent mean $\pm$ SD.

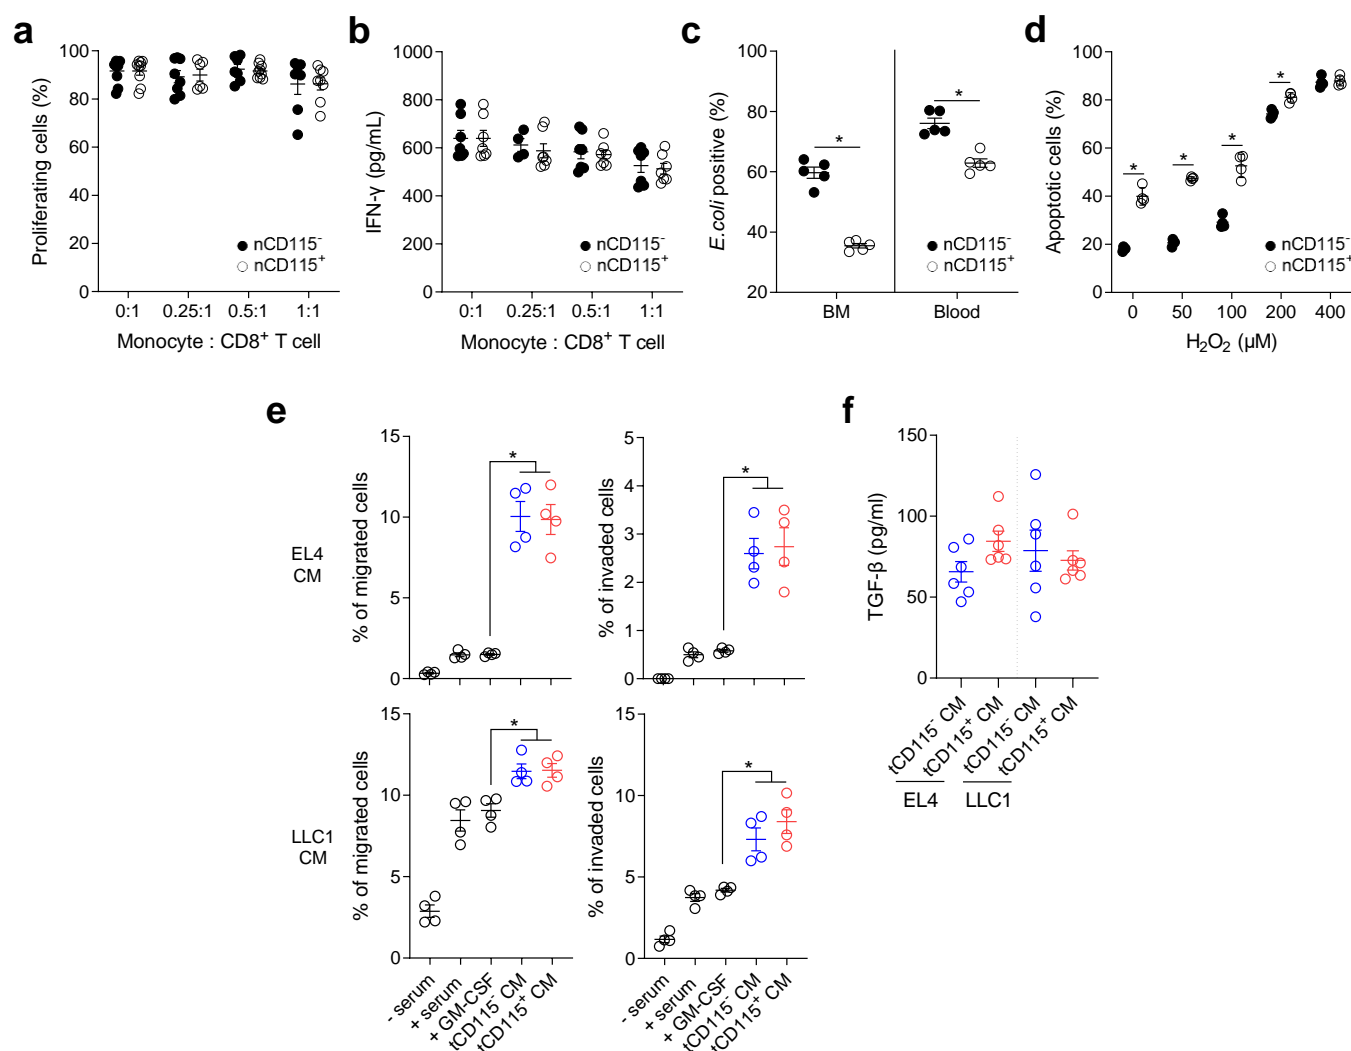

Supplementary Figure 3. Functional phenotypes of CD115⁻ and CD115⁺ monocytes. **a, b** Suppression of CD8⁺ T cell proliferation by CD115⁻ and CD115⁺ naïve monocytes assessed 3 days after co-culture. **a** Ratios of proliferated CD8⁺ T cells (n = 6 - 9, data are pooled from three independent experiments) and **b** IFN-γ in cell culture supernatant (n = 4 - 7, data are pooled from two to three independent experiments). The letter “n” indicates that cells were isolated from tumor-free mice. **c** BM or blood monocytic cells from naïve and EL4 TB mice (n = 5, each) were incubated with FITC-labelled *E. coli* and the ratios of FITC-positive CD115⁻ and CD115⁺ monocytic cells were assessed by FACS. **d** Comparison of apoptosis of BM CD115⁻ and CD115⁺ populations in naïve mice (n = 4, each) under various H₂O₂ concentrations. Annexin-V single positive and Annexin-V/7-AAD double-positive cells were sub-gated from CD115⁻ or CD115⁺ cells. **e** Percent migration and invasion of EL4 or LLC1 cells with the indicated medium (n = 4, data are pooled from two independent experiments). **f** TGF-β levels in CM (n = 6, data are pooled from two independent experiments). CM was prepared by culturing CD115⁻ and CD115⁺ M-MDSC (sorted from EL4 or LLC1 TB mouse) for three days in RPMI complete medium supplemented with GM-CSF (10 ng/ml). Statistical comparisons were performed by Bonferroni’s test-corrected ANOVA to compare multiple groups: *p < 0.05. Data are mean ± SD.

a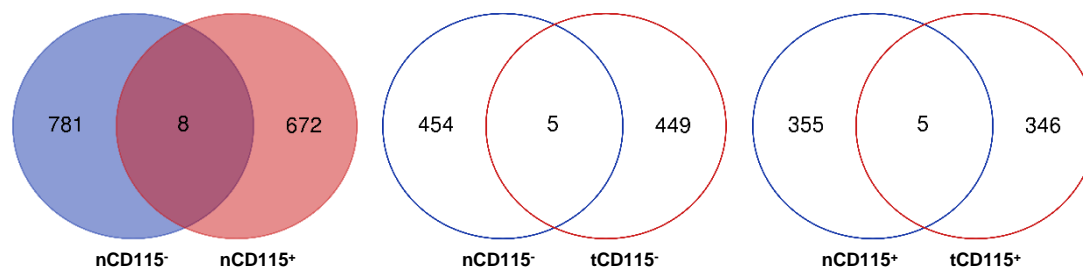**b**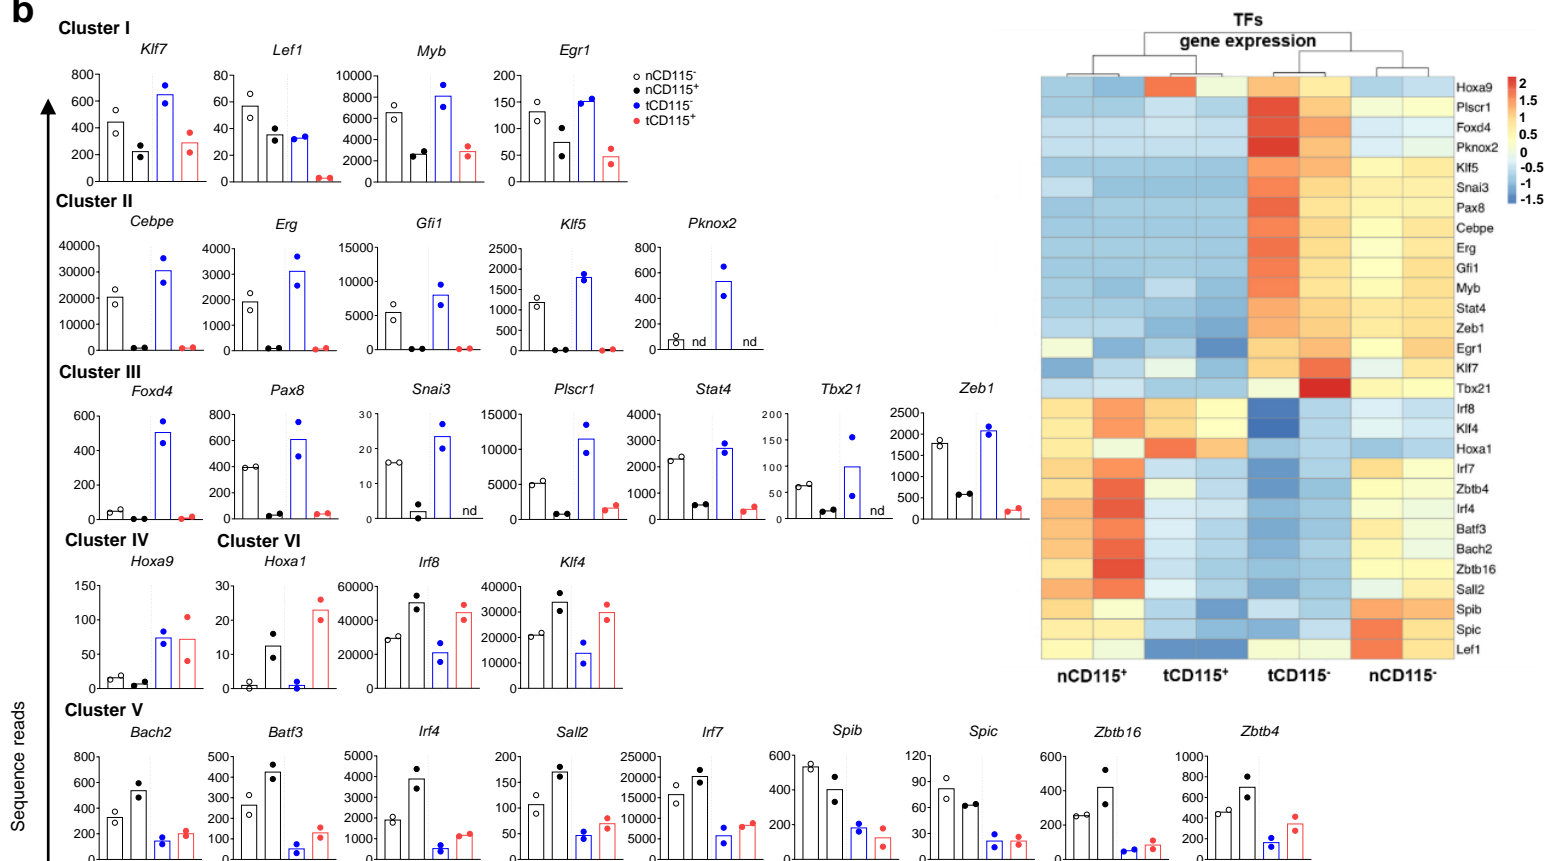**c**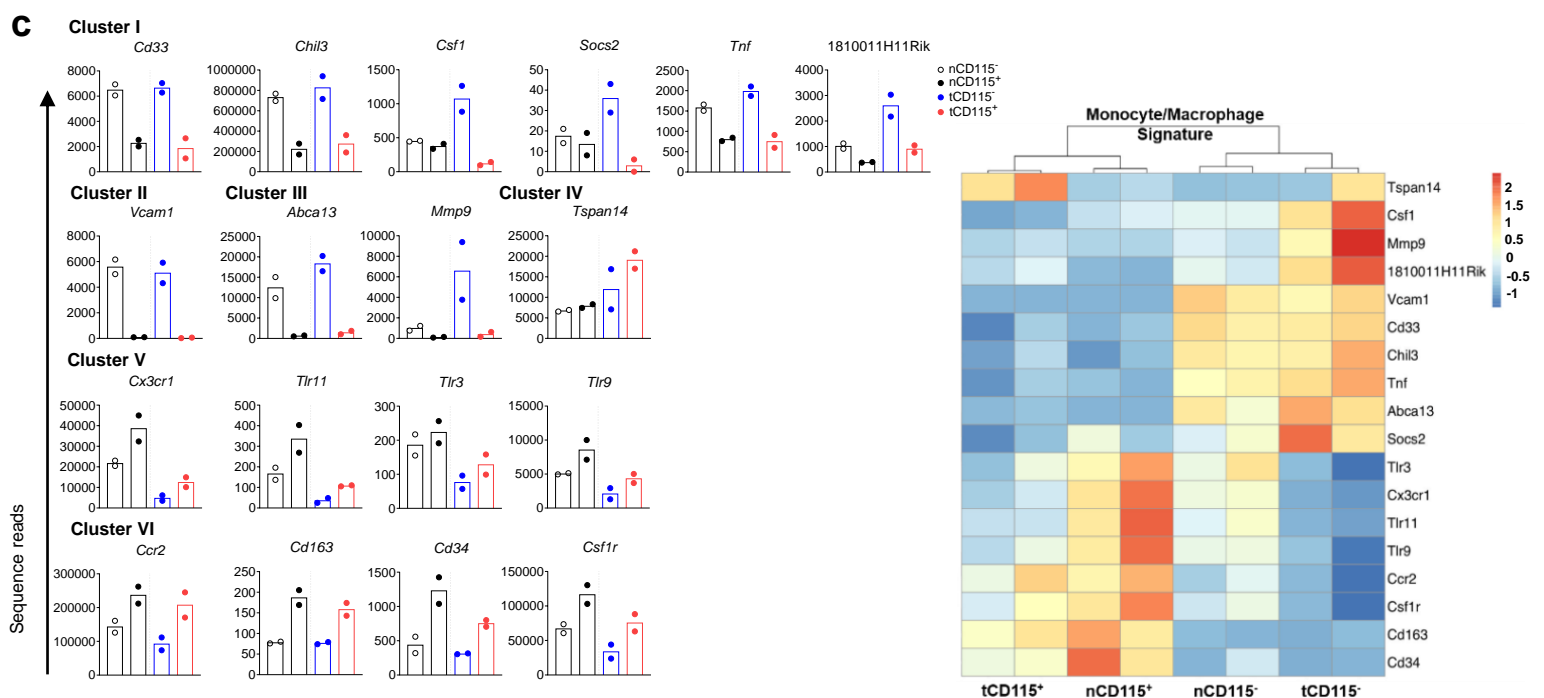

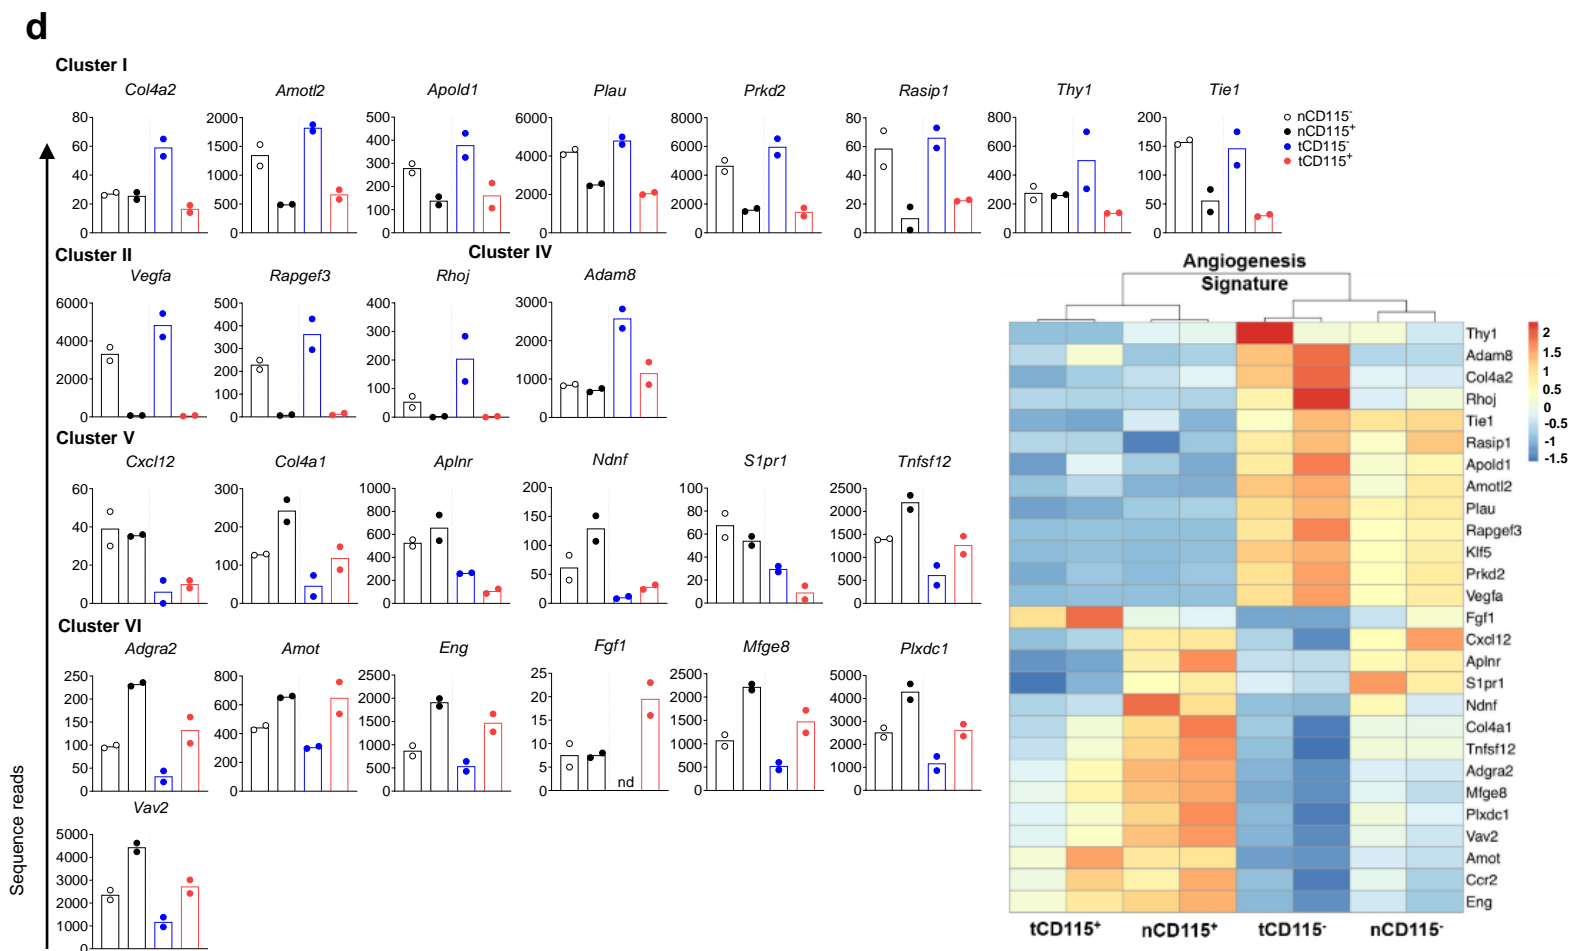

Supplementary Figure 4. Transcriptomic profile of CD115⁻ and CD115⁺ monocytic cells. **a** Venn diagram shows variation between sorted CD115⁻ and CD115⁺ monocyte/M-MDSC libraries from BM of naïve or EL4 TB mice. The letter “n” and “t” in front of CD115 indicate that cells were isolated from tumor-free and TB mice, respectively. **b-d** Distinct transcriptional profiles in gene sets and heatmap related to transcription factors (**b**), monocytes/macrophages (**c**), and angiogenesis (**d**). Data are mean (n = 2 biological replicates).

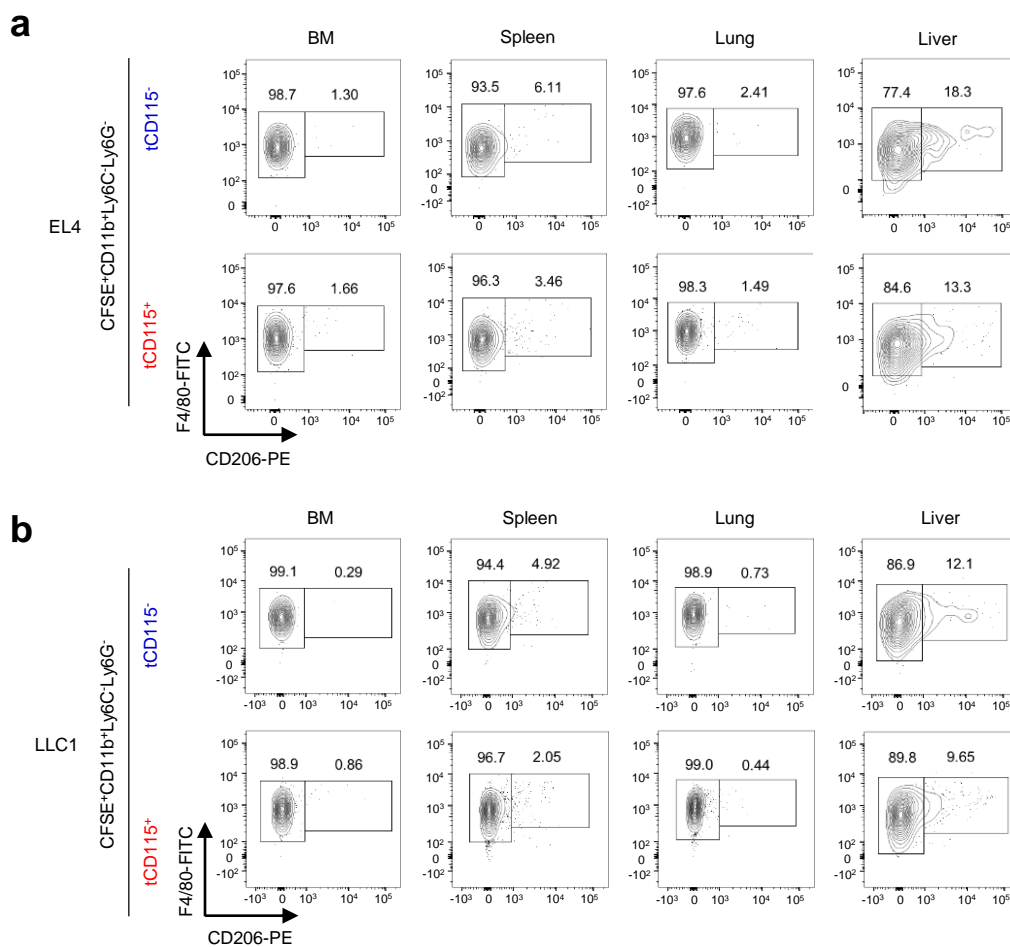

Supplementary Figure 5. Differentiation of CD115⁻ and CD115⁺ M-MDSCs *in vivo*. **a, b** CD115⁻ and CD115⁺ M-MDSCs were harvested from EL4 or LLC1 TB mice and transferred to recipient TB mice after CFSE labelling as shown in **Fig. 4a**. CFSE⁺ cells were subgated for macrophage analysis. The letter “t” indicates that cells were isolated from TB mice.

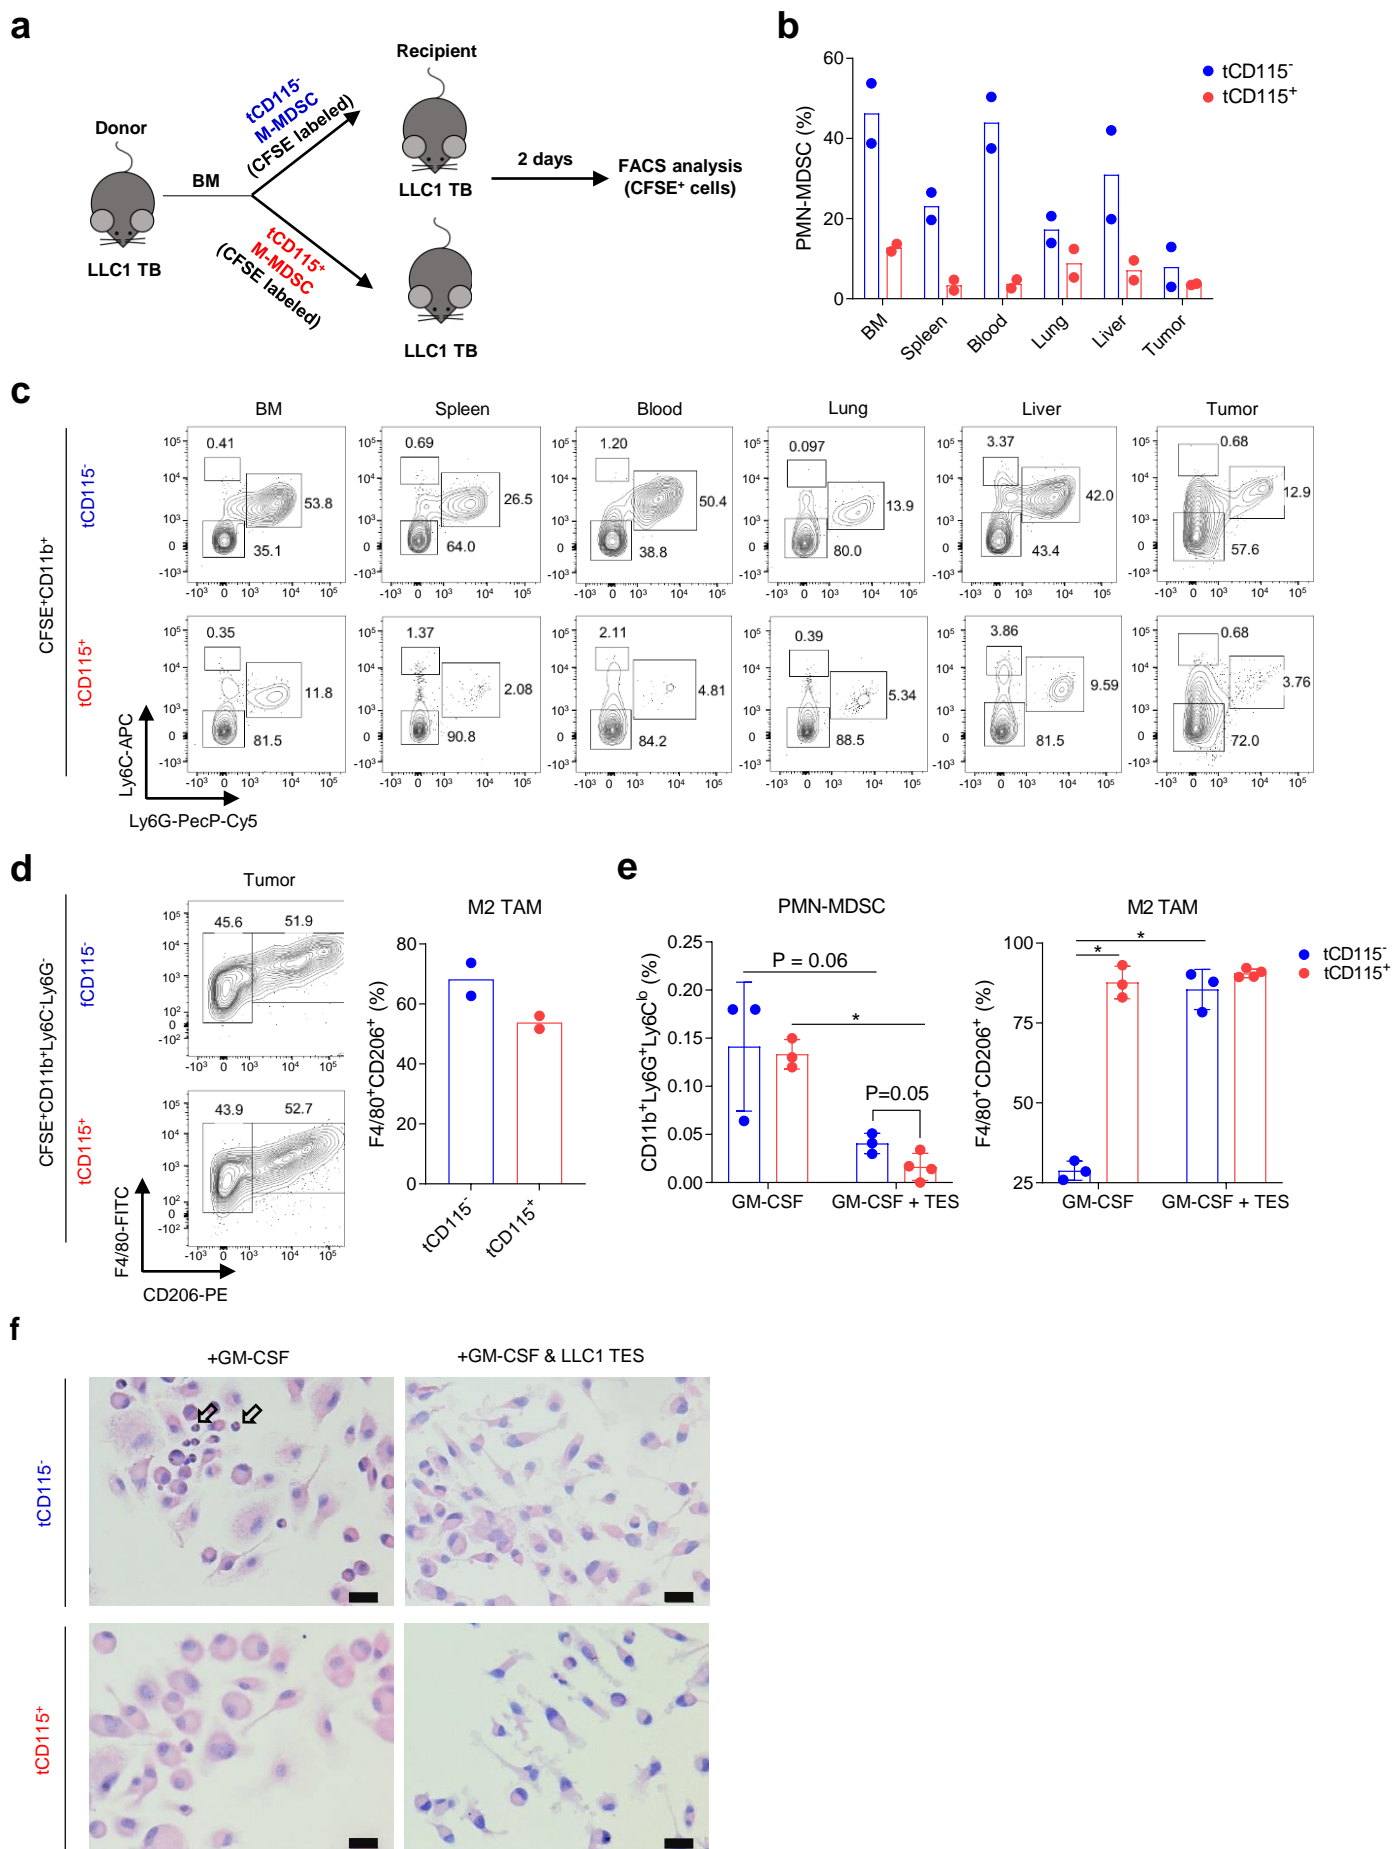

Supplementary Figure 6. M-MDSC preferentially differentiate into PMN-MDSC outside the LLC1 tumor mass. **a** Schematic diagram of experiment design. CFSE-labeled CD115⁻ or CD115⁺ M-MDSCs sorted from LLC1 TB mice were intravenously injected into LLC1 TB recipient mice. Transplanted cells (CFSE⁺) were analyzed by flow cytometry 2 days after injection. The letter “t” indicates that cells were isolated from TB mice. **b-d** Two separate experiments were conducted on EL4 TB mice (n = 3 recipients per group) receiving either CD115⁻ or CD115⁺ M-MDSCs, the CFSE⁺ PMN-MDSC or TAM in indicated tissue from three recipients of each experiment is then analyzed. **b** Ratios of PMN-MDSC (CD11b⁺Ly6G⁺Ly6C^{lo}) differentiation at indicated sites and **c** Representative plots of transplanted CD115⁻ and CD115⁺ M-MDSC. **d** Representative plots and ratios of M2 TAM in tumor. **e, f** CD115⁻ and CD115⁺ M-MDSCs were sorted and differentiated *in vitro* in supplement with GM-CSF (10 ng/ml) ± 5% LLC1 TES for 6 days. Ratios of PMN-MDSCs and M2 TAM (**e**) and a representative H&E stained image (**f**) after *in vitro* culture. Data are pooled from two separated experiments (n = 3 - 4). Arrows indicate PMNs. Scale bar = 20 μM. Statistical comparisons were performed using multiple unpaired Student's t-test: *p < 0.05. Data represent mean or mean ± SD.

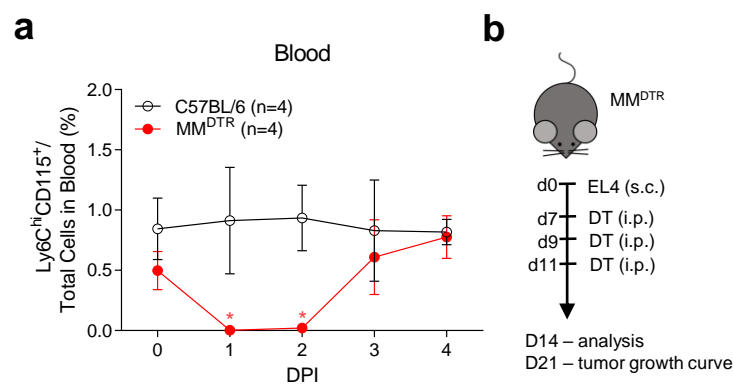

Supplementary Figure 7. Depletion of CD115⁺ monocytic cells in MM^{DTR} mice. **a** CD115⁺ monocytes in blood after intraperitoneal DT injection (10 ng/g body weight). **b** Schematic diagram of CD115⁺ M-MDSC depletion schedule. 2.5×10^5 EL4 tumor cells were subcutaneously injected; DT was injected three times at indicated time points. One-way ANOVA with correction for multiple comparisons test was used: $*p < 0.05$. Data represent mean $\pm$ SD.

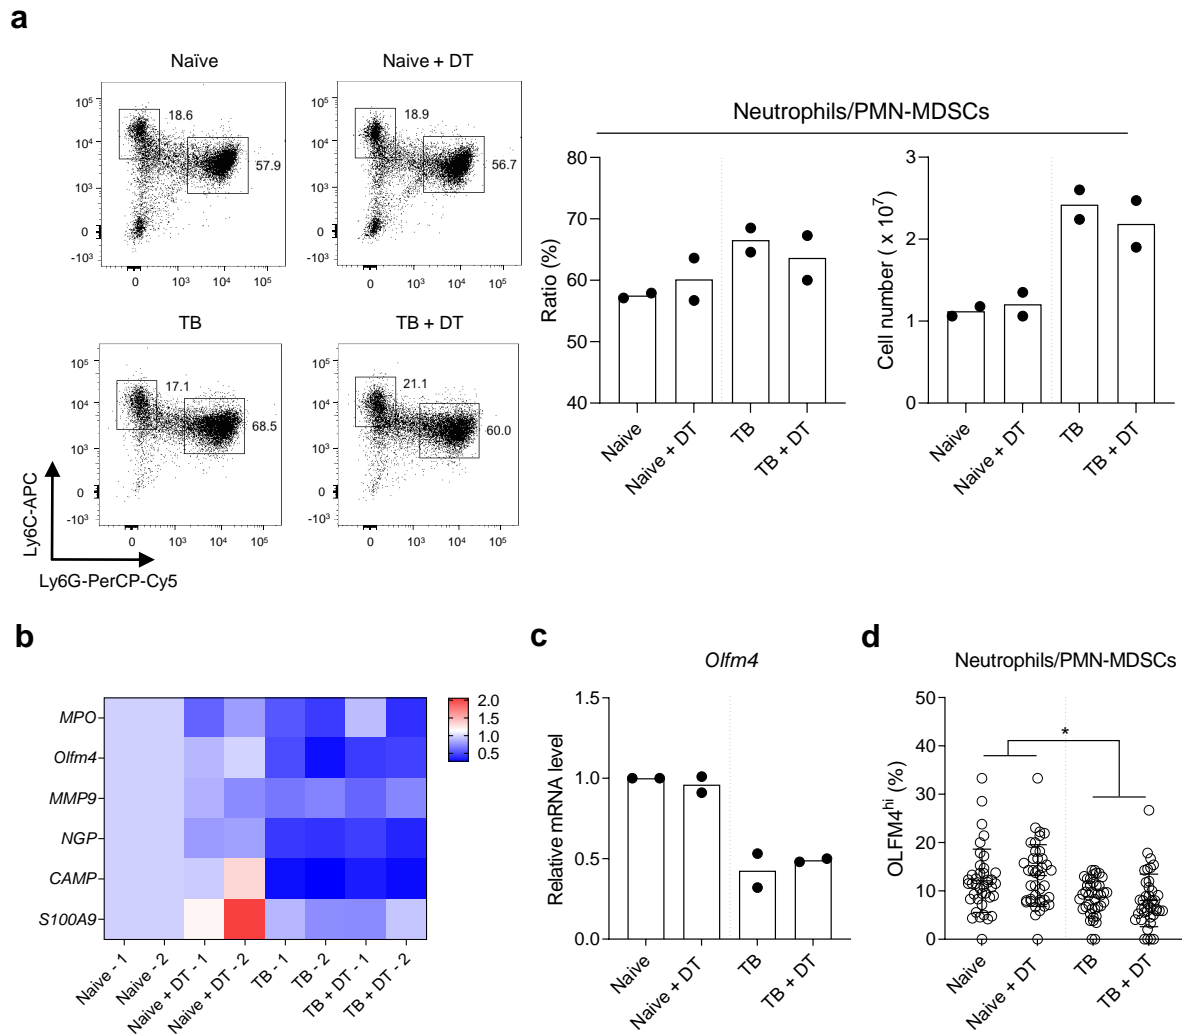

Supplementary Figure 8. The number of neutrophils in C57BL/6 mice is not affected by DT injection. a-d C57BL/6 mice (naïve and EL4 TB) were received intraperitoneal DT injection (10 ng/g body weight) as performed in MM^{DTR} mice. **a** Representative plots of neutrophilic cells in BM of naïve and EL4 TB C57BL/6 mice with or without DT injection. Ratio and absolute numbers of neutrophilic cells in BM of naïve and EL4 TB mice with or without DT injection are shown in graphs. Data shown are from two biological replicates of each group. **b, c** Heatmap of neutrophil-associated gene expression (**b**) and *Olfm4* expression (**c**) in sorted neutrophilic cells from indicated mice. Data shown are from two biological replicates of each group. **d** IHC assessment of ratio of OLFM4^{hi} neutrophilic cells in BM of indicated mice. OLFM4^{hi} cells were counted from twenty random fields. Data pooled from two separate experiments. Statistical comparisons were performed using unpaired Student's *t*-test when only two groups were compared or by Bonferroni's test-corrected ANOVA when more than two groups were compared: *p < 0.05. ns; not significant. Data are mean or mean $\pm$ SD.

Supplementary Table 1. Primers used in this study.

Genes	Primer sequences	
	Forward	Reverse
<i>MPO</i>	TCCCACTCAGCAAGGTCTT	TAAGAGCAGGCAAATCCAG
<i>MMP9</i>	TAAGAGCAGGCAAATCCAG	GTGTACACCCACATTTGACG
<i>NGP</i>	AGACCTTTGTATTGGTG	GGTTGTATGCCTCTATGGCTCTA
<i>CRAMP</i>	GCTGTGGCGGTCACATCAC	TGTCTAGGGACTGCTGGTTGA
<i>S100A9</i>	ATACTCTAGGAAGGAAGGACACC	TCCATGATGTCATTTATGAGGGC
<i>Olfm4</i>	GCCACTTTCCAATTTAC	GAGCCTCTTCTCATAAC
<i>GAPDH</i>	TGAAGCAGGCATCTGAGGG	CGAAGGTGGAAGAGTGGGAG

# Supplementary material for: CD115− monocytic myeloid-derived suppressor cells are precursors of OLFM4high polymorphonuclear myeloid-derived suppressor cells
**Source:** Commun Biol. 2023 Mar 15;6:272. doi: 10.1038/s42003-023-04650-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Data

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The source data generated during the study.

# Supplementary material for: CD115− monocytic myeloid-derived suppressor cells are precursors of OLFM4high polymorphonuclear myeloid-derived suppressor cells
**Source:** Commun Biol. 2023 Mar 15;6:272. doi: 10.1038/s42003-023-04650-3
**Supplement:** Supplementary file 5 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used

Data analysis No software was used

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-Seq analysis of CD115- monocytes and CD115+ monocytes from naïve and tumor-bearing mice data have been deposited to the Gene Expression Omnibus (GEO) datasets (<https://www.ncbi.nlm.nih.gov/geo/>) with the dataset identifier GSE199008. The source data underlying figures are included in the supplementary data file (Figs. 1-6 in Supplementary Data 1).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Non-participation

State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.

Randomization

If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.

Research sample

Describe the research sample (e.g. a group of tagged *Passer domesticus*, all *Stenocereus thurberi* within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.

Sampling strategy

Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.

Data collection

Describe the data collection procedure, including who recorded the data and how.

Timing and spatial scale

Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken

Data exclusions

If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.

Reproducibility

Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.

Randomization

Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.

Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Did the study involve field work?

☐ Yes

☐ No

## Field work, collection and transport

Field conditions

Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).

Location

State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).

Access &amp; import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

Disturbance

Describe any disturbance caused by the study and how it was minimized.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

**Antibodies used** CD11c (N418), Ly6G (1a8), CD115 (AFS98), CD206 (C068C2), F4/80 (BM8), MHC II (M5/114), Siglec-F (E50-2440), and 7-AAD Viability Staining Solution were purchased from BioLegend (San Diego, CA, USA). CD11b (M1/70), Ly6C (AL-21), CD8a (53-6.7), CD3 (17A2), DAPI solution, and Annexin V were purchased from BD Biosciences. rabbit anti-OLFM4 antibody (Novus, Littleton, CO, USA), NBP2-24535

**Validation** Antibodies purchased from Biolegend and BD Biosciences are mouse specific and used for flow cytometry analysis. rabbit anti-OLFM4 antibody from Novus reactive to both human and mouse, it applicable in WB, ICC/IF, IHC, IHC-P

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

**Cell line source(s)** Mouse lymphoma (EL4), lung carcinoma (LLC11), and colon adenocarcinoma (MC38) cell lines were provided by Dr. Je-In Youn (Seoul National University).

**Authentication** None of the cell lines used were authenticated.

**Mycoplasma contamination** Cell lines tested negative for mycoplasma contamination.

**Commonly misidentified lines**  
(See [ICLAC](#) register)

N/A

## Palaeontology and Archaeology

**Specimen provenance** *Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

**Specimen deposition** *Indicate where the specimens have been deposited to permit free access by other researchers.*

**Dating methods** *If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

**Ethics oversight** *Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

**Laboratory animals** Wild type C57BL/6 mice were purchased from Orient Bio (Gyeonggi-do, Korea). LysM-Cre (Lyz2Cre) and Csf1rLsL-DTR mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). The conditional knockout mice that express DTR-mCherry fusion protein in LysM-expressing cells (MMDTR) were generated by crossing Lyz2Cre and Csf1rLsL-DTR mice in Wide River Institute of Immunology (WRII) animal facility. Six- to 10-week-old male mice were used for experiments.

**Wild animals** N/A

**Reporting on sex** N/A

Field-collected samples

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Study protocol

Data collection

Outcomes

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- |                          |                                                     |

### Experiments of concern

Does the work involve any of these experiments of concern:

- |                          |                                                                                                      |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

Files in database submission

Genome browser session (e.g. [UCSC](#))

## Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

## Acquisition

## Preprocessing

## Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

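Monocytic cells (CD11c-CD11b+Ly6G-SiglecF-Ly6C hi) of BM were sorted by CD115 from naive and EL4 TB mice, and 2 libraries per group were sequenced, 8 in all. The paper calls the 2 libraries of a group biological replicates. Groups were taken from the sample labels and the paper's figure legend, and all 8 libraries could be placed.

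The authors deposited 1 table with whole-number read counts per gene and library, made by their own alignment and counting and not normalized. Genes without a read in any library are left out of that table, which holds 16160 genes. The submitters' processing notes list HISAT2 (2.0.5), Bowtie2, StringTie (1.3.3b) and DESeq2 and the mouse build mm10 without giving their roles, and the strand setting of the counting is not given in the sources used here. The same table has the authors' log2 values per gene and library, which differed from DESeq2 rlog values computed from the deposited counts by at most 0.00296 (tolerance 0.01). For 4 comparisons between groups the authors deposited a signed fold change, which is treated as a score because it is the ratio of groups where the first is higher and minus the inverse ratio where it is lower. The authors also deposited a p-value for each comparison, unadjusted and with Benjamini-Hochberg adjustment, and a mean signal, the average over the 8 libraries of counts divided by size factors. In the authors' deposited table, 1297 genes pass the paper's thresholds between the subsets of EL4 TB mice, 788 between those of naive mice, 453 between tCD115- and nCD115- and 343 between tCD115+ and nCD115+, of which 1283, 744, 368 and 297 were also called here. In the table, 12 further columns of values per sample or group were not used. Supplementary Data 1 gives reads of 8 genes, and its 32 group means differed from those of the deposited counts by at most 0.000986% (tolerance 0.1%).

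Everything else was computed from the deposited counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plotted with Python 3.11.15 and matplotlib 3.10.9. Genes with low counts were removed by edgeR's filterByExpr, which left 13211 genes, and libraries were scaled by trimmed mean of M-values (TMM). A quasi-likelihood model with robust estimation was fitted to all 8 libraries with 1 mean per group, leaving 4 residual degrees of freedom (median prior degrees of freedom 3.65). The comparisons were tCD115- against tCD115+, nCD115- against nCD115+, tCD115- against nCD115-, tCD115+ against nCD115+, and the interaction, which is the difference between the first 2. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. With 2 libraries against 2, the smallest 2-sided p of an exact permutation test is 0.333, so single values were not tested that way. Library totals ranged from 69692398 to 95353798 reads with a median of 91432632, at which 1 read is 0.0109 CPM. Where all libraries of a group had no read, a fold change is given as a lower bound against a floor of 3 counts over the group, which covers counting error only. Gene IDs were matched to RefSeq names and to coordinates of GRCm38 for 16123 genes.

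Principal components, the tree and k-means clusters used log2 CPM with a prior count of 2. K-means had 6 clusters, as in the paper, and 50 starts, on genes called in at least 1 of the 4 comparisons between groups. From textbook knowledge, 27 gene lists were written: primary granule proteins, secondary granule proteins, tertiary granule and mature neutrophil genes, granulocyte transcription factors, monocyte genes, dendritic cell and MHC class II genes, BM macrophage genes, stem and progenitor genes, cell cycle genes, MDSC suppression genes, antioxidant genes, pro-apoptotic and anti-apoptotic genes, phagocytic receptors, interferon-stimulated genes, glycolysis and hypoxia genes, angiogenic factors, trafficking receptors, immediate early and heat shock genes, and markers of eosinophils, basophils and mast cells, B cells, T and NK cells, erythroid cells, megakaryocytes, and endothelial and stromal cells, with sex-linked genes. The 26 lists with at least 5 measured members were tested with limma's camera at a preset correlation of 0.01, adjusted over 130 tests. The genes labelled in Fig. 3e and Supplementary Fig. 4b–d were counted without a set test.

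Named genes are those the paper names or labels for these data, whose values were known from its figures, up to 10 genes per direction and comparison with the largest change among called genes with a mean of at least 10 CPM and separated libraries, up to 4 called members of each list or 2 of the highest CPM where fewer than 2 were called, and the genes of the sorting and progenitor markers. The groups, comparisons, lists, named-gene rule and alternatives were fixed before the deposited counts were examined. Values in the paper's figures and in Supplementary Data 1 had been seen before the named-gene rule was written. The alternatives were DESeq2, limma-voom, other scalings, other filters on low counts, fits of only the 4 libraries compared, the replicate number as a block, leaving out each library in turn, other thresholds, other transformations for principal components and clustering, and an estimated correlation or fry for the lists. Reads shared by near-identical or overlapping genes could not be reassigned from counts, and values of such genes are uncertain. The procedure was tested on simulated counts of 12994 genes with 200 changed genes. For the comparison of the subsets of EL4 TB mice it recovered 47.5% of genes raised 2-fold and 100% of those raised 4-fold or 8-fold, with 2 false calls among 162, for tCD115- against nCD115- 3 false calls among 161, and for the interaction 11 among 170. Genes raised exactly 2-fold often miss the fold threshold whatever the power. The simulation gave all groups the same spread per gene. Real tCD115- replicates differed more (chi-square of counts per degree of freedom 207) than those of other groups (32.5 to 61.8). The simulated rates may therefore not hold for comparisons with tCD115-.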

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

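The tests of explanations for the neutrophil, T and NK cell and interferon patterns were chosen after those patterns had been seen.

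The first pattern is the rise of neutrophil genes with the fall of monocyte genes in the CD115- libraries, which could come from the counting, from mature neutrophils or from a mixture of cells. A few genes taking most of the counts is argued against, because with library totals alone the median log2 fold change of monocyte genes in EL4 TB mice (−1.12) lay below that of all genes (−0.20) by −0.921, more than the SD of the list. Mature neutrophils that passed the Ly6G gate are argued against as the whole source. In tCD115-, 10 of 14 primary granule genes were higher, among them *Mpo* and *Ms4a3*, whose mRNA such cells have largely lost. Other members of the list, such as *Srgn*, are not restricted to early stages, so the count alone does not decide. A mixture of neutrophil precursors with monocytes and cells that each carry both programs cannot be told apart in pooled RNA, and the SD of the log2 fold changes of monocyte genes, 0.252, was small, as either would give. A difference in the cells themselves, as the paper proposes, stays open beside the mixture.

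The second pattern is the rise of T and NK cell genes in the CD115- libraries, where 14 of 16 were called in EL4 TB mice and 8 in naive mice (4 and 1 without replicate 1 and 2 of nCD115-, 1 and 2 without replicate 1 and 2 of nCD115+; 5 in EL4 TB and 2 in naive mice with at least 10 counts in every library). EL4 lymphoma cells are argued against as the whole source, because the median log2 fold change of the list was 2.01 in naive mice, which carried no tumor. More cells of every other type in the gate by 1 common factor stays open. In EL4 TB mice the median of B cell genes differed from that of T and NK genes by −3.97, more than the SD of either list. A common factor gives equal fold changes only if the reads of both lists in CD115+ libraries also came from such cells. That was not tested, so the difference does not decide. Summed CPM in tCD115- and tCD115+ was 50.7 ± 12.4 and 14.0 ± 2.59 for B cell genes (SD, n = 2). Other cell types that entered by unequal amounts stay open as well, because the test cannot exclude them. The medians of B cell (0.59), basophil and mast cell (0.56), erythroid (0.47), megakaryocyte (0.87) and endothelial and stromal genes (1.07) were above 0 as well, as were 4 of 5 eosinophil genes. In naive mice summed CPM in nCD115- and nCD115+ was 83.7 ± 1.19 and 32.6 ± 1.06 for B cell genes and 26.9 ± 0.915 and 9.53 ± 1.12 for T and NK genes (SD, n = 2). T or NK cells in the CD115- gate and low transcription of these genes by the sorted cells cannot be told apart, since the genes rose together. The genes summed to 35.7 ± 16.6 CPM in tCD115- (24.0 and 47.5 in its libraries) against 3.87 ± 0.3 in tCD115+ (SD, n = 2). At such levels the filter of 10 counts in every library leaves members untested, so its counts do not show calls that failed. The sort took CD11c-CD11b+Ly6G-SiglecF-Ly6C hi cells, a gate without a lineage marker of T or NK cells, so the gate alone does not exclude them. In CD115+ cells, 6 of these genes were lower in EL4 TB than in naive mice, 0 of them without any 1 of the 4 libraries compared, 1 and 2 without replicate 1 and 2 of nCD115-, 3 with limma-voom and 2 with at least 10 counts in every library.

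The third pattern is the lower expression of interferon-stimulated genes in EL4 TB mice, called for 14 of 26 in CD115- cells (4 without replicate 1 of nCD115- or with only the 4 libraries compared) and 12 in CD115+ cells (5 without replicate 1 of tCD115+ or replicate 2 of nCD115+), with the other libraries given beside the comparison of hosts. A single naive library of high expression is argued against. Both naive libraries lay above both EL4 TB libraries for 24 genes in CD115- and 26 in CD115+ cells. The 16.7% that chance gives for 1 gene is no measure for the list, because its genes are not independent. Fewer monocytes in the EL4 TB libraries is argued against for CD115+ cells, where the median of interferon-stimulated genes lay below that of monocyte genes by −0.954, more than the SD of either list, but stays open for CD115- cells, where the median of monocyte genes was −0.67 and the difference, −0.474, was within the SD of the interferon-stimulated genes. Handling that differed between naive and EL4 TB mice cannot be told apart from the host, because they are the same split of the libraries, and the median of immediate early and heat shock genes was −0.68 in CD115- cells and −0.247 in CD115+ cells, each within the SD of the list. An effect of the tumor on interferon signaling stays open and was not tested.

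Other lists were called in comparisons between hosts that the paper does not report by list. Of 18 dendritic cell and MHC class II genes, 12 were lower in tCD115- than in nCD115- (2 without replicate 1 of nCD115-, 5 without its replicate 2, 7 without replicate 1 of tCD115- or either replicate of nCD115+, 1 with only the 4 libraries compared) and 10 were lower in tCD115+ than in nCD115+ (6 and 2 without replicate 1 and 2 of tCD115+, 4 and 2 without replicate 1 and 2 of nCD115+). Of 22 phagocytic receptor genes, 6 were lower in tCD115- (3 without replicate 1 of tCD115-, 1 without replicate 1 of nCD115- or with only the 4 libraries compared). Of 11 B cell genes, 3 were lower in tCD115- (0 without any 1 of the 4 naive libraries or with only the 4 libraries compared, 5 without replicate 1 of tCD115-) and 4 in tCD115+ (1 without any 1 of the 4 libraries compared, 7 without either replicate of tCD115- or with DESeq2, 8 with only the 4 libraries compared).

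The difference between the 2 subset comparisons passed camera with a preset correlation for 11 lists and for none with an estimated correlation. The median log2 difference (EL4 TB minus naive) was 1.93 for T and NK genes (adjusted p = 3.82e-11 from camera, adjusted p = 0.476 with an estimated correlation), 0.51 for secondary granule genes (0.000548 and 0.543), −0.51 for monocyte genes (9.13e-07 and 0.535), 0.26 for granulocyte transcription factors (0.00099 and 0.476) and 0.38 for B cell genes (0.0488 and 0.666). It was −0.36 for immediate early and heat shock genes, 0.33 for megakaryocyte genes, −0.30 for phagocytic receptors, 0.29 for basophil and mast cell genes, −0.16 for cell cycle genes and 0.0291 for MDSC suppression genes, with adjusted p-values from camera of 0.0145, 0.0191, 0.031, 0.0238, 0.0115 and 0.0414 (adjusted p = 0.504, 0.476, 0.618, 0.476, 0.75 and 0.535 with an estimated correlation). The scaling moved the smallest of these medians. That of the MDSC suppression genes was 0.0833 with RLE normalization, 0.0811 with TMM without the 20 genes of highest mean CPM and −0.00121 with library totals alone, so its sign is not settled. That of the cell cycle genes was −0.103, −0.105 and −0.188. For single genes, edgeR's quasi-likelihood test called 0 differences between the subset comparisons, with 751 genes at an unadjusted p under 0.05, limma-voom called 0 and DESeq2 69, and 4 were called with no count filter. Without replicate 1 or 2 of tCD115- edgeR called 23 or 174, without replicate 2 of tCD115+ 6, and without replicate 1 of nCD115- or nCD115+ 2 or 3.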

How the results depend on the processing

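No alternative was chosen after its result was seen. The total number of called genes stayed within 1.5 times for the comparison of the subsets of EL4 TB mice under the other tools, scalings and filters. With no fold threshold, calls were 4967 for the subsets in EL4 TB mice, 1988 in naive mice, 1280 for CD115- cells and 1359 for CD115+ cells between hosts, and 5893 in the union. With a 2-fold change and no test they were 1473 in naive mice, 1168 and 1149 for CD115- and CD115+ cells between hosts, 975 for the interaction and 3048 in the union. Fitting only the 4 libraries compared left 36 for CD115- cells between hosts. The interaction, with 0 calls from edgeR's quasi-likelihood test and 751 genes at an unadjusted p under 0.05, had 69 with DESeq2, 0 with limma-voom and 4 with no count filter. Leaving out 1 library gave 500 (without replicate 2 of nCD115-) to 936 (without either replicate of tCD115-) in naive mice, 35 (without replicate 1 of nCD115-) to 1070 (without replicate 2 of tCD115-) for CD115- cells, 33 (without replicate 2 of nCD115+) to 482 (without replicate 1 of tCD115-) for CD115+ cells, and 0 to 174 (without replicate 2 of tCD115-) for the interaction. PC1 took 81.6% of the variance with the 500 genes of highest variance, 73.8% and 75.4% with the DESeq2 variance stabilizing and rlog transformations, 66.9% and 57.3% with prior counts of 4 and 0.25 and 47.9% with genes scaled to unit variance, and PC2 took 7.22% with the 500 genes, 15.3% with rlog and 26.2% with unit variance. Without 1 library PC1 took 63.5% to 67.9% and PC2 15.4% to 18.7%. Of 130 list tests, 56 passed camera, 0 with an estimated correlation, and 42 passed fry, which does not compare a list with other genes. Library totals alone shifted the median log2 fold change by −0.113 in naive mice. The replicate number as a block gave 1584 and 764 calls for the subsets in EL4 TB and naive mice, 377 and 295 for CD115- and CD115+ cells between hosts and 7 for the interaction, and the deviations of same-numbered libraries correlated at 0.0685 in EL4 TB and 0.0778 in naive mice, so the numbers were not taken to pair the samples. Of 377 calls of named genes, 199 were lost under at least 1 alternative and 0 reversed, with 5 lost with DESeq2, 13 with limma-voom, 5 with RLE normalization, 11 with library totals alone, 11 with no count filter, 77 with only the 4 libraries compared, 22 with the block and 13 to 112 without 1 library. A lone library left in a group was assumed to vary like the other groups. The causes of these changes were not tested, apart from fewer libraries in the fits that leave some out. At the median depth a gene with 1 read lies at 0.0109 CPM.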

Differences from the paper's values

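The values set beside the paper's were the percentages of variance of PC1 and PC2, the number of differentially expressed genes and the reads of 8 genes in Supplementary Data 1, and in each pair the larger was under 1.5 times the smaller with edgeR on TMM-scaled counts and with log2 CPM of all tested genes. Under other settings this did not hold for PC1 with genes scaled to unit variance, or for PC2 with that scaling or the 500 genes of highest variance. Nor did it hold for the number of genes with no fold threshold, with no test or without replicate 2 of tCD115-. The number here, 1965, counts genes called in at least 1 of 4 comparisons, and the paper does not say which comparisons enter its number. The union of the authors' deposited calls held 1707 genes. The paper states that the genes of the subsets, and those of each subset between hosts, overlap little. Of the 757 genes higher in CD115- cells of naive mice, 707 were also higher in CD115- cells of EL4 TB mice (63.3 for independent lists), and of the genes lower in EL4 TB mice 136 were shared by the 2 subsets (5.32 for independent lists), while 0 and 1 genes were called in opposite directions in these pairs of comparisons. The paper's text does not define which genes its Venn diagrams count. The overlaps given here are between lists of called genes from different comparisons and may be another quantity than the paper's. For angiogenesis, the paper gives a smaller number of genes that were high in CD115- M-MDSCs, and 14 of the 27 genes labelled in Supplementary Fig. 4d were called higher there, *Vegfa* among them, and 9 lower, at the paper's thresholds of a 2-fold change and an adjusted p under 0.05.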

Other observations

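No test in this part was chosen after its result was seen, apart from the look at *Atp6v0c* and its pseudogene. Genes of several functions that the paper assayed in these cells were measured in the same libraries. Of 20 MDSC suppression genes, 6 rose in tCD115- and 5 in nCD115- (6 and 5 when adjusted over the list alone), among them *Ncf1*, a subunit gene of the NADPH oxidase, with log2 fold changes of 1.69 and 1.16 (adjusted p = 0.000176 and 0.00146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Camera gave an adjusted p of 0.000217 and 0.000811 for this list (adjusted p = 0.476 with an estimated correlation in both), and *Ncf1*, *S100a8* and *S100a9*, which the study picked from these libraries, are members. *Arg1* stood at or under 0.0303 CPM in each group and was not tested, and *Nos2* stood at 0.184 ± 0.00831 CPM in tCD115- (SD, n = 2). Of 23 antioxidant genes, 2 were higher and 1 lower in tCD115- (2 and 1 over the list alone), namely *Slc7a11*, a cystine transporter gene (2.37), *Nqo1* and *Prdx4* (−1.15), with 3 higher and 2 lower without replicate 2 of tCD115- and 1 and 1 without replicate 2 of tCD115+. With library totals alone 2 were lower. Of 20 glycolysis and hypoxia genes, 3 rose in tCD115- (3 over the list alone), *Gpi1* (to 1684 ± 270.3 CPM from 683 ± 39.7 CPM, SD, n = 2) and the oxygen sensor gene *Egln3* (log2 fold change 2.93) besides *Vegfa*.

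All 30 cell cycle genes had higher means in EL4 TB than in naive mice in both subsets, but none was called at both thresholds. At an adjusted p under 0.05 alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12 were higher in CD115- and 21 in CD115+ cells. Of all 13211 tested genes, 422 and 804 were higher by that threshold. The median log2 fold changes of the list were 0.41 in CD115- and 0.56 in CD115+ cells (adjusted p = 2.45e-12 and 2.1e-15 from camera, adjusted p = 0.476 with an estimated correlation in both). *Mki67*, a gene of dividing cells, stood at 1465 ± 281 CPM in tCD115-, 1153 ± 66.9 in tCD115+, 1077 ± 148 in nCD115- and 921 ± 13.4 in nCD115+ (SD, n = 2). *Hdc*, which encodes the histamine-forming enzyme and is on the basophil and mast cell list, rose by 5.91 in tCD115- and 4.70 in nCD115- on the log2 scale, and *Ms4a2*, a subunit gene of the IgE receptor, by 3.25 and 2.40 (adjusted p of 1.66e-05 to 0.000601 over the 4 values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the other 7 of its 9 genes were not called (2 and 2 over the list alone). *Flt3*, which encodes the progenitor marker CD135 that the paper did not find on the surface of M-MDSCs, stood at 2.63 ± 0.458 CPM in tCD115-, 7.67 ± 3.54 in tCD115+, 8.64 ± 0.00300 in nCD115- and 16.8 ± 2.79 in nCD115+ (SD, n = 2).

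Between the subsets of EL4 TB mice, called members numbered 1 of 11 anti-apoptotic genes (*Bcl2a1b*, a near-identical paralog of other members and so uncertain), 1 higher and 2 lower of 22 phagocytic receptors, 2 higher and 3 lower of 15 trafficking receptors, 1 of 5 eosinophil genes (*Siglecf*), 2 of 11 erythroid genes, 3 higher and 1 lower of 8 megakaryocyte genes and 2 of 6 endothelial and stromal genes, and over the list alone 1, 1 and 3, 2 and 3, 2, 1, 3 and 1, and 2. The anti-apoptotic gene was not called with limma-voom, library totals alone or only the 4 libraries compared, and with the last no megakaryocyte gene was lower. The lower phagocytic receptors were 7 with library totals alone and 4 with limma-voom. They were 0 with only the 4 libraries compared. They were 1 with DESeq2, with RLE normalization, with TMM without the 20 genes of highest mean CPM or with at least 10 counts in every library. They were also 1 without replicate 1 of tCD115-, 6 without its replicate 2 and 0 without replicate 1 of tCD115+ or of nCD115-. The trafficking receptors were 1 higher and 1 lower without replicate 1 of tCD115-, 5 were lower without its replicate 2, and 1 was higher without replicate 2 of tCD115+ or any 1 of the 4 naive libraries. The eosinophil genes were 3 without replicate 2 of tCD115-, the endothelial and stromal genes 1 without replicate 1 of tCD115+, and the erythroid genes 1 without any 1 of the tCD115+ or naive libraries. DESeq2 called 4 erythroid genes, and limma-voom or a fit of only the 4 libraries compared called 1. The eosinophil genes were 2 with DESeq2, RLE normalization or TMM without the 20 genes of highest mean CPM. With at least 10 counts in every library, 1 megakaryocyte gene was higher and 1 endothelial and stromal gene was called. With that filter or only the 4 libraries compared, 1 trafficking receptor was higher and 2 were lower. Pro-apoptotic genes had a median log2 fold change of −0.27 over 15 genes and sex-linked genes one of −0.15 over 4.

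*Atp6v0c*, a proton pump subunit gene, and its pseudogene *Atp6v0c-ps2* were chosen after their values were seen. Replicate 1 of nCD115+ had 344 CPM for *Atp6v0c* and 0.0225 CPM for *Atp6v0c-ps2*, and replicate 2 had 8.72 and 325 CPM. The tCD115+ libraries had 403 ± 10.8 CPM for *Atp6v0c* (SD, n = 2), while *Atp6v0c-ps2* stood at 447 ± 48.1 CPM in tCD115- and 385 ± 5.18 CPM in nCD115-. Neither gene passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in a comparison between the subsets, and how reads were divided between them is not given in the sources used here.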
